# Dual regulation of transcription factor binding by tup11/12-mediated destabilization and DNA loop-mediated stabilization ensures stress-specific gene activation in fission yeast

**DOI:** 10.1093/nar/gkag847

**Published:** 2026-09-07

**Authors:** Yusuke Tsuruta, Hirotaka Inoue, Kenta Hagiwara, Charles S Hoffman, Kouji Hirota

## Abstract

An appropriate transcriptional response to external stresses is crucial for all organisms. Gene expression is regulated by transcription factors (TFs) binding to specific DNA *cis-*elements. However, how individual TFs achieve stress-specific binding remains elusive. Here we examine the molecular basis of the stress-specific transcriptional response of the *Schizosaccharomyces pombe fbp1* gene. The *fbp1* gene is activated upon glucose starvation, with transcriptional co-repressors Tup11 and Tup12 playing pivotal roles in maintaining stress-specificity. In the absence of Tup11 and Tup12, nonspecific activation of *fbp1* transcription occurs, which requires the TFs Atf1 and Rst2—both essential for *fbp1* induction. Moreover, this aberrant *fbp1* activation is diminished by the loss of Php5, a factor indispensable for DNA-loop formation between Atf1- and Rst2-binding sites. The defective nonspecific transcription in the *tup11∆/tup12∆/php5∆* mutant is restored when Atf1- and Rst2-binding sites are artificially positioned in proximity to each other, indicating that reciprocal stabilization between these TFs facilitates their binding. These findings demonstrate that *fbp1* achieves stress-specific transcriptional activation through the counteractive regulation of TF-binding: Tup11/12-mediated destabilization and DNA loop-mediated stabilization. The synergistic reduction in stress tolerance observed in the *tup11∆/tup12∆/php5∆* mutant further suggests that this dual regulatory mechanism is crucial for cellular adaptation to environmental stresses.

## Introduction

Cells have evolved diverse signaling systems to respond to fluctuations in the external environment. These signaling pathways transmit extracellular cues to activate specific transcription factors (TFs), which in turn, elicit appropriate transcriptional programs that enable cells to withstand environmental stresses [1, 2]. However, the molecular mechanisms by which cells decode different stresses—such as heat stress, nutrient deprivation, and DNA damage—have not been fully elucidated.

In *Schizosaccharomyces pombe*, the *fbp1* gene, encoding fructose-1,6-bisphosphatase, serves as an established model for stress-responsive transcription. This gene is stringently repressed under glucose-rich conditions and selectively activated during glucose starvation [3, 4]. Upon glucose depletion, two independent signaling pathways transmit the stress signal. One is the stress-activated protein kinase (SAPK) pathway, in which the SAPK Spc1/Sty1 is activated by phosphorylation [5, 6]. The other is the protein kinase A (PKA) pathway, which senses glucose availability through intracellular concentration of cyclic AMP (cAMP) levels [4, 7, 8]. High cAMP levels promote the dissociation of Cgs1, the regulatory subunit of PKA, from the Pka1 catalytic subunit thereby activating PKA. Conversely, glucose starvation depletes cAMP, leading to inactivation of PKA [9]. Under these conditions, two TFs—Atf1, a CREB/ATF family TF, and Rst2, zinc-finger TF—are phosphorylated and activated under the regulation of SAPK and PKA pathways, respectively [10–16]. Both factors are indispensable for *fbp1* transcription and bind to distinct regulatory elements named upstream activation sequences 1 and 2 (UAS1 and UAS2), respectively, in the *fbp1* upstream region [17]. UAS1 contains a cAMP-responsive element (CRE), whereas UAS2 harbors a CT-rich stress response element (STRE). The transcriptional co-repressors Tup11 and Tup12 (collectively Tup11/12) are required for the stringent repression of *fbp1* under glucose-rich conditions [18, 19]. Intriguingly, in *tup11∆/tup12∆* cells, *fbp1* is aberrantly induced under other stresses such as nitrogen starvation stress, suggesting that Tup11/12 act not merely as simple repressors but as transcriptional regulators ensuring stress-specificity [20].

The binding of Atf1 and Rst2 to UAS1 and UAS2 is regulated by two distinct mechanisms. First, the chromatin configuration around these *cis-*elements is modulated by noncoding RNA transcription. Under glucose-rich conditions, the chromatin condensation around UAS1 and UAS2 suppresses the binding of these TFs [18]. During glucose starvation, a series of long noncoding RNAs termed metabolic stress-induced long noncoding RNAs (mlonRNAs) are transcribed in a stepwise manner from upstream to downstream of UAS1 [21]. These stepwise mlonRNA initiations progressively convert chromatin into an open configuration, thereby permitting TF-binding [21] (Supplementary Fig. S1A). Secondly, the spatial positioning of Rst2 is regulated through DNA-loop formation between UAS1 and UAS2 [22]. Following chromatin relaxation induced by mlonRNA transcription, Atf1 and Rst2 initially bind to UAS1 and a nearby upstream site respectively, subsequently stabilizing reciprocally at UAS1 region [23] (Supplementary Fig. S1B). This reciprocal stabilization counteracts Tup11/12-mediated repression of TF binding at the UAS1 region [23]. Thereafter, the CBF/NF-Y-type TF Php5 promotes loop formation between UAS 1 and UAS2 [22], bringing the two regions into close proximity. This process antagonizes Tup11/12-mediated repression of Rst2 biding at UAS2 and enables Rst2 to migrate from upstream of UAS1 to UAS2, ultimately activating *fbp1* messenger RNA (mRNA) transcription [22] (Supplementary Fig. S1B). Nevertheless, the precise mechanism by which Tup11/12 safeguards the stress-specificity and the manner in which Atf1, Rst2, and Php5 cooperate under specific-stress condition remain to be elucidated.

Increasing evidence suggests that TF occupancy is not solely determined by DNA-binding specificity, but is also shaped by cooperative interactions among TFs [23, 24], chromatin architecture [25], and higher-order assemblies such as transcriptional condensates [26–28]. Multivalent interactions among regulatory factors can stabilize promoter occupancy by increasing local factor concentration and residence time, thereby promoting productive transcriptional activation. In contrast to these multiple layers of TF stabilizing mechanisms, Tup family proteins destabilize TF binding by maintaining promoter nucleosome positioning and occupancy [29]. However, mechanisms of how Tup proteins safeguard the stress-specificity and how this regulatory mechanism relates to other numerous regulatory layers on transcription have been elusive.

In this study, we investigated the mechanism of how Tup11/Tup12 and three TFs establish the appropriate *fbp1* transcriptional response by analyzing factors responsible for the aberrant *fbp1* activation in response to nitrogen starvation in *tup11∆/tup12∆* cells. We found that this aberrant *fbp1* induction requires Atf1 and Rst2, and that Php5-mediated DNA-loop formation is indispensable for this nonspecific *fbp1* induction in the absence of Tup11/12. Remarkably, the defective *fbp1* activation in *tup11∆/tup12∆/php5∆* cells is restored when UAS1 and UAS2 are artificially placed in proximity to each other. These findings suggest that *fbp1* achieves stress-specific transcription through counteractive regulation: destabilization of TF-binding by Tup11/12 and TF stabilization by DNA-loop-mediated proximity. Transcriptome analyses further revealed that this dual regulatory mechanism also plays a role in the regulation of other genes in fission yeast genome. Moreover, the concurrent loss of Tup11/12 and Php5 leads to a synergistic reduction in cellular survival to a wide variety of stresses. These findings indicate that this dual regulatory mechanism plays a critical role in cellular adaptation to environmental stresses.

## Materials and methods

### Fission-yeast strains, genetic methodology, and cell culture

The fission yeast strains used in this study are listed in Table 1. YER medium (yeast extract containing 6% glucose) and YED medium (yeast extract containing 0.1% glucose and 3% glycerol) were used for glucose-rich and starvation, respectively [18]. For nitrogen starvation, MM − N medium (0.3% KH phthalate, 0.22% Na_2_HPO_4_, 1% glucose, 2% salt stock [5.53% Mg_2_Cl_2_∙6H_2_O, 0.0735% CaCl_2_∙2H_2_O, 5.0% KCl, 0.2% Na_2_SO4], 0.1% 3-vitamin stock [0.1% pantothenate Ca, 1% nicotinic acid, 1% inositol], 0.1% biotin stock [0.001% biotin], and 0.1% trace element [0.05% H3BO3, 0.53% MnSO_4_∙7H_2_O, 0.2% FeCl_3_∙6H_2_O, 1% (NH_4_)_6_Mo_7_O_24_∙4H_2_O, 0.1% KI, 0.04% CuSO_4_∙5H_2_O]) supplemented with required amino acids was used as previously reported [30]. The transformation was performed using the lithium-acetate method as previously described [31].

**Table 1.** Fission yeast strains used in this study

Strain number	Genotype	References
SPH1	*h^−^ leu1-32*	[32]
SPH2	*h + ura4-D18*	[33]
SPH13	*h^−^ ade6-M26 leu1-32 ura4-D18 tup11::ura4 tup12::ura4*	[17, 18]
SPH19	*h^−^ ade6-M26 leu1-32 rst2::kanMX6*	[20]
SPH20	*h^−^ ade6-M26 rst2-3Flag<<kanMX6 leu1-32*	[23]
SPH117	*h^+^ ura4-D18 php5::kanMX6*	[22]
SPH125	*h^+^ ade6-M26 rst2-3flag<<kanMX6 leu1-32 ura4-D18*	[23]
SPH141	*h^−^ ade6-M26 leu1-32 ura4-D18 rst2::kanMX6 tup11::ura4 tup12::ura4*	[21]
SPH147	*h^+^ ura4-D18 tup11::ura4 tup12::ura4*	[17, 18]
SPH156	*h^+^ ade6-M26 ura4-D18 php5::kanMX6 tup11::ura4 tup12::ura4*	[22]
SPH157	*h^+^ ade6-M26 leu1-32 ura4-D18 php5::kanMX6 rst2-3flag<<kanMX6*	[22]
SPH214	*h^−^ ade6-M26 ura4-D18 his3-D1 atf1::ura4 tup11::ura4 tup12::ura4*	This study
SPH861	*h^+^ ura4-D18 php5::KanMX6 fbp1UAS1,2-del 46bp*	This study
SPH877	*h^+^ ura4-D18 php5::KanMX6 fbp1UAS1,2-del 100bp*	This study
SPH944	*h^+^ ade6-M26 ura4-D18 php5::kanMX6 tup11::ura4 tup12::ura4 rst2-3flag<<hphMX6*	This study
SPH960	*h^+^ ade6-M26 ura4-D18 leu1-32 tup11::ura4 tup12::ura4 php5::KanMX6 fbp1UAS1,2 -del 46bp*	This study
SPH962	*h^+^ ura4-D18 leu1-32 tup11::ura4 tup12::ura4 php5::KanMX6 fbp1UAS1,2-del 100bp*	This study
SPH984	*h^+^ ura4-D18 tup11::ura4 tup12::ura4 php5::KanMX6 fbp1UAS1,2 -del 46bp rst2-3flag<<hphMX6*	This study

### Northern blotting and chromatin immunoprecipitation

Northern blotting was performed as described previously [20]. DNA probes for *fbp1, ght3, mug14*, and *cam1* were amplified by PCR using primer sets 5′*-*CGCCGATACAATCAGAAGC-3′/5′*-*GGATGCTGCAAACTCATCG-3′, 5′*-*TCAATGTCCGGATGGTTGCA-3′/5′-CCCATATTGATACAGGCTGC-3′, 5′*-*GGCTAAAGTAACTGGATTGCC-3′/5′*-*CAATGGCTTTCCCAAAGCTG-3′, and 5′*-*CTACCCGTAACCTTACAG-3′/5′-TGGAAGAAATGACACGAG-3′, respectively. The *cam1* gene was quantified as a loading control as previously conducted [34, 35]. Chromatin immunoprecipitation (ChIP) was performed as described previously [20] except for the DNA shearing method. In this study, we performed DNA shearing using a Picoruptor (Diagenode, Seraing, Belgium) for more extensive shearing compared to the conditions previously used [20], to shear the DNA into ∼200 bp fragments, allowing us to analyze the changes of TF’s distribution in *fbp1* upstream region (Supplementary Fig. S2). Anti-Atf1 (Ab18123, Abcam, Cambridge, UK) and anti-FLAG M2 antibodies (F1804, Sigma–Aldrich, STL, USA) were used for the ChIP analysis. DNA concentrations were quantified using Thermal Cycler Dice Real Time (Takara Bio, Shiga, Japan) and THUNDERBIRD^®^ SYBR qPCR Mix (TOYOBO, Osaka, Japan). The following primer sets, 5′-GGGATGAAAACAATCAACCTC-3′/5′-GGAATGCAGCAACGAAAATC-3′, 5′-GGGTGGAATGAGTCCGC-3′/5′-GTTCCGCGAATCATAAGCC-3′, 5′-GGGATGAAAACAATCAACCTC-3′/5′-GAAATTCGATGATGAGTACTAATG-3′, 5′-GTAGTTTTCATTGCAAGCCC-3′/5′-GTTCCGCGAATCATAAGCC-3′, and 5′-GCACAGTCGTTGTACAAATTCGTATTCCC-3′/5′-ACGATTCTAAACGCCTCTTGTTACGATCC-3′ were used for quantitative PCR analysis for UAS1, UAS2, UAS1 in the UAS1-2 truncation experiment, UAS2 in the UAS1-2 truncation experiment and *prp3*, respectively.

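The primers were matched to the ASM294v3 assembly of the fission yeast genome, in which each of them had a single place. The UAS1 amplicon covered chromosome II from 200246 to 200479, a length of 234 bp. The UAS2 amplicon covered chromosome II from 199533 to 199788, a length of 256 bp. In the truncation experiment, the UAS1 amplicon ran from 200275 to 200479 (205 bp) and the UAS2 amplicon from 199533 to 199693 (161 bp). All of these regions lie upstream of the *fbp1* transcript, which the annotation places on the minus strand of chromosome II from 197660 to 199369. The *prp3* amplicon covered chromosome I from 4404022 to 4404117, a length of 96 bp.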

### Construction of tup11∆/tup12∆/php5∆ 46 bp (UAS1–UAS2) and tup11∆/tup12∆/php5∆ 100 bp (UAS1–UAS2) cells with sequence deletions between UAS1 and UAS2

*tup11∆/tup12∆/php5∆* cells were obtained from the ascospore of tetrad dissection crossed between *tup11∆/tup12* and *php5∆* cells [19]. 

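The *fbp1* gene (SPBC1198.14c) has its coding sequence on the minus strand of chromosome II from 198099 to 199142 in the ASM294v3 assembly, so that upstream positions have higher coordinates. UAS1 holds a CRE-core (TGACGT) on the opposite strand to the gene at 200304 to 200309, which is −1162 to −1167 from the first base of the coding sequence. On the strand of the gene, the sequence around it from 200329 to 200284 is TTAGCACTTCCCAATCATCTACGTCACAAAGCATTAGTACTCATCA. UAS2 holds a STRE-core (CCCC[G/T]C) at 199671 to 199676, which is −529 to −534, on the strand of the gene. The sequence around it from 199696 to 199651 is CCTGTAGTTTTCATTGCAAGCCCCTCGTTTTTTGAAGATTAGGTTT. Between both core motifs lie 627 bases. The longer deletion removes 581 bp from 199694 to 200274 and leaves 46 bp between the motifs. The shorter deletion removes 527 bp from 199748 to 200274 and leaves 100 bp. Both deletions end upstream at the same base, and neither of them reaches a core motif or the annotated *fbp1* transcript.

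**Figure D1:**
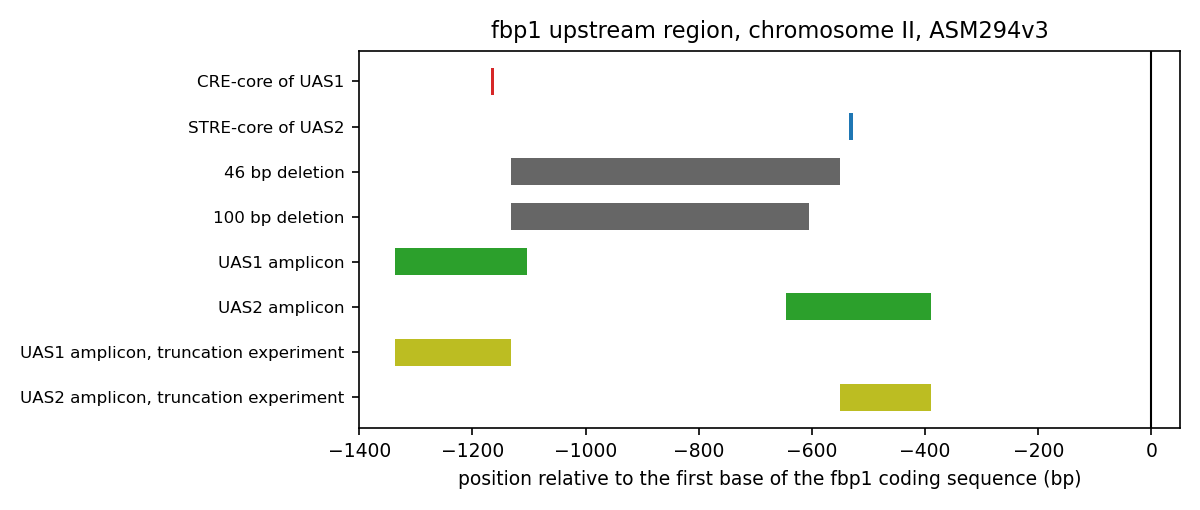
Upstream region of *fbp1* on chromosome II of ASM294v3, with the position in bp from the first base of the coding sequence on the horizontal axis. Bars mark the CRE-core of UAS1, the STRE-core of UAS2, the regions removed by both deletions and the amplicons of the quantitative PCR, and the deletions lie between the motifs at −1162 and −534.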

To construct *46 bp (UAS1–UAS2) and 100 bp (UAS1–UAS2)* cells, we deleted regions −1132 to −552 and −1132 to −606 (relative to the first A in the ORF as +1) by polymerase chain reaction (PCR), using the primer sets 5′-GTAGTTTTCATTGCAAGCCC-3′/5′-GAAATTCGATGATGAGTACTAATG-3′ and 5′-CTTCGTTGAATTGCAGTATG-3′/5′-GAAATTCGATGATGAGTACTAATG-3′. We used the *fbp1* upstream region cloned in pCR^®^-Blunt II-TOPO^®^ (Thermo Fisher Scientific, MA, USA) as a template. PCR products were phosphorylated by T4 Polynucleotide Kinase (Takara Bio, Shiga, Japan) and ligated using T4 DNA Ligase (TOYOBO, Osaka, Japan). Fission yeast cells carrying the *ura4* marker gene in the *fbp1* promoter were transformed with these plasmid constructs and selected for uracil auxotrophy on medium containing 5-fluoroorotic acid (5FOA).

### Western blotting

Cultured cells (3 × 10^7^ cells) were resuspended in 300 μl of 20% trichloroacetic acid. After the disruption of the cells using a Multi-Beads Shocker (Yasuikikai, Osaka, Japan) and centrifugation, the supernatant was removed. Precipitated proteins were resuspended in 100 μl of 2 × sodium dodecyl sulphate (SDS) sample buffer [100 mM Tris–Cl (pH 6.8), 200 mM dithiothreitol (DTT), 20% glycerol, 10% 2-mercaptoethanol, 4% SDS, and 0.2% bromophenol blue] and 100 μl of 1 M Tris–Cl (pH 8.8). The protein samples were boiled at 100°C for 5 min, then used for sodium dodecyl sulphate–polyacrylamide gel electrophoresis. To detect Atf1, Rst2, and H3, Anti-Atf1 (Abcam, Cambridge, UK), anti-FLAG M2 antibodies (Sigma–Aldrich, STL, USA), and anti-H3 (Abcam, Cambridge, UK) were used respectively.

### Transcriptome analyses of *S. pombe*

*Schizosaccharomyces pombe* strains (wild-type, *tup11*∆/*tup12*∆, and *tup11∆/tup12∆/php5∆* cells) were cultured in glucose rich, glucose starvation, or nitrogen starvation conditions for 2 h as described in cell culture section. Total RNA samples were prepared as described previously [36]. The library preparations and following next generation sequence (NGS) analyses were conducted by Nippon Genetics (Tokyo Japan). These libraries were nonstrand-specific and were prepared using poly(A) selection. The raw NGS data are available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accession number: GSE342430). Raw data of NGS were mapped to the *S. pombe* genome (ASM294v2.30) using hisat2. Reads mapped to each gene were counted using featureCounts (https://subread.sourceforge.net/featureCounts.html). Gene annotation data that were available on 4 January 2025, were downloaded from PomBase. Only protein-coding genes were considered. The read counts were normalized using transcripts per million (TPM). We considered genes that were upregulated after glucose starvation by more than two-fold compared with glucose rich conditions as glucose-responding genes, excluding high-expressed genes in which the TPM under glucose-rich conditions was larger than 100 and low-expressed genes in which the TPM under glucose starvation conditions was <100. We further selected genes exhibiting over two-fold induction in nitrogen starvation conditions in *tup11*∆/*tup12*∆ compared to wild-type cells, which are dependent on Php5 (over two-fold reductions in *tup11∆/tup12∆/php5∆* compared to *tup11*∆/*tup12*∆ cells).

### Visualization of ChIP-seq data

Raw data of sequential ChIP-seq of Atf1-Rst2 (accession number: DRA011814 as previously described) [23] were mapped to the *S. pombe* genome (ASM294v2.30) using bowtie2 (https://bowtie-bio.sourceforge.net/bowtie2/index.shtml). For the visualization, all mapped data were normalized using counts per million, binned using a 25 bp window, and IP scores were divided by that of Input. The normalized data were visualized as heatmaps using R (https://www.r-project.org/). We provided UCSC genome browser session showing localization of Atf1-Rst2 around *fbp1, mug14, dak2, ght3*, and *gld1* genes as follows, respectively. *fbp1*: https://genome.ucsc.edu/s/seibutsukagaku2025/share_eH1v9yNC, *mug14*: https://genome.ucsc.edu/s/seibutsukagaku2025/share_5RVdf2z2, *dak2*: https://genome.ucsc.edu/s/seibutsukagaku2025/share_AAFZZDsw, *ght3*: https://genome.ucsc.edu/s/seibutsukagaku2025/share_6A8vdq3O, and *gld1*: https://genome.ucsc.edu/s/seibutsukagaku2025/share_1fKbA8WB.

### Statistical analysis

Statistical analyses were performed using R as described in the figure legend. The two-way analysis of variance (ANOVA) was performed with genotype and stress condition as factors using the aov function. In the ANOVA of the ChIP experiment using *tup11∆/tup12∆* cells (Figs 2B and 3B), each fold enrichment value was log_2_-transformed before statistical analysis to stabilize variance and better satisfy the assumptions of ANOVA.

## Results

### Nonspecific fbp1 transcription in tup11∆/tup12∆ cells under nitrogen starvation bypasses the mlonRNA requirement

To elucidate the mechanisms underlying stress-specific transcriptional responses, we examined the aberrant induction of *fbp1* in *tup11∆/tup12∆* cells. As previously reported [37], *tup11∆/tup12∆* cells, but not wild-type cells, display pronounced transcriptional activation of *fbp1* in response to nitrogen starvation, a stress unrelated to glucose depletion. We therefore compared the transcriptional dynamics of *fbp1* between glucose starvation (the specific inducer) and nitrogen starvation (aberrant *fbp1* expression inducer in *tup11∆/tup12∆* cells).

As previously demonstrated [21], in wild-type cells subjected to glucose starvation, *fbp1* activation occurs through stepwise expression of metabolic stress-induced long noncoding RNAs (mlonRNAs) whose transcriptional initiation sites progressively shift from upstream to downstream regions (Fig. 1A and B). Expression of mlonRNA-a precedes those of mlonRNA-b and -c, culminating in robust *fbp1* mRNA activation after 60 min of glucose starvation (Fig. 1A and B). The actual shifts of transcriptional initiation sites have been demonstrated previously [21]. By contrast, neither mlonRNAs nor *fbp1* mRNA is expressed upon nitrogen starvation in wild-type fission yeast cells (Fig. 1B), indicating that wild-type cells can discriminate between nitrogen- and glucose-starvation stress. Strikingly, *tup11∆/tup12∆* cells exhibit significant expression of *fbp1* mRNA within 10 min of nitrogen starvation without detectable mlonRNA expression (Fig. 1B). Thus, in the absence of Tup11/12, *fbp1* activation upon nitrogen starvation bypasses the requirement for mlonRNA transcription-dependent chromatin remodeling, which is normally prerequisite for transcriptional activation via TF binding [21].

**Figure 1.**
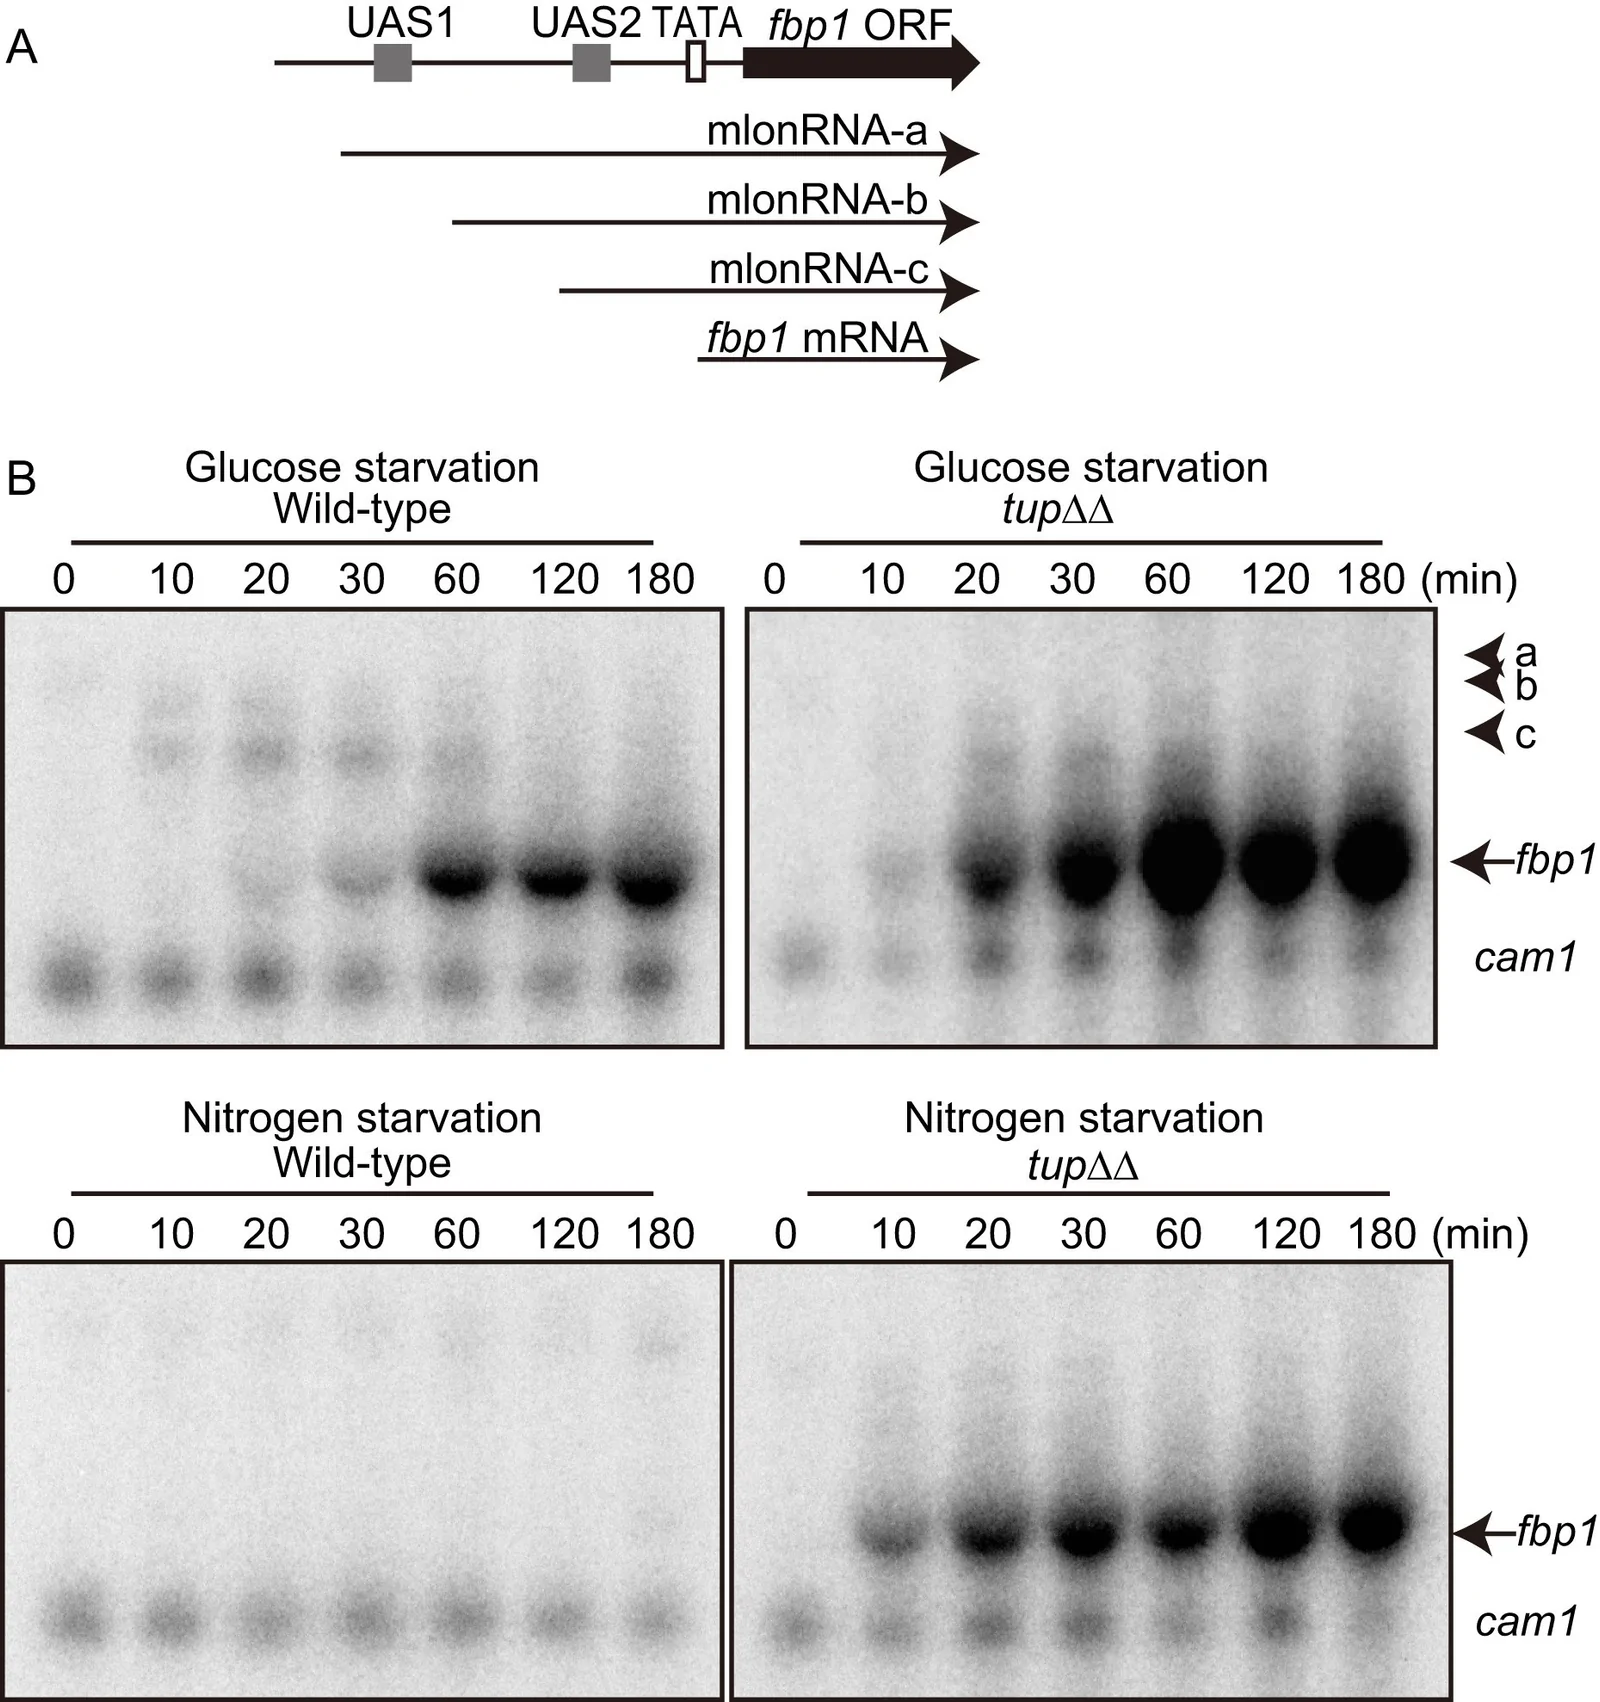
Aberrant *fbp1* induction in *tup11∆/tup12∆* cells upon nitrogen starvation stress bypasses the requirement for mlonRNA expression. (**A**) Schematic illustration of *fbp1* gene upstream region. The structures of the transcripts of mlonRNAs (a, b, and c) and mRNA of *fbp1* are shown. (**B**) Representative image showing the transcription pattern of the *fbp1* gene in wild-type cells (left) and *tup11∆/tup12∆* cells (right) at indicated times after glucose starvation (upper) and nitrogen starvation (lower). Arrow heads labeled a, b, and c identify the mlonRNA-a, mlonRNA-b, and mlonRNA-c, respectively. Arrow represents *fbp1* mRNA. *cam1* was probed as a loading control. The experiment was repeated twice (*n* = 2).

### Atf1 and Rst2 are required for aberrant fbp1 activation upon nitrogen starvation in tup11∆/tup12∆ cells

Since aberrant *fbp1* activation upon nitrogen starvation in *tup11∆/tup12∆* cells bypasses the requirement of prerequisite mlonRNA expression, we next asked if this aberrant *fbp1* activation in *tup11∆/tup12∆* cells also bypasses the requirement of two essential TFs, Atf1 and Rst2. To this end, we examined the impact of the loss of either Atf1 or Rst2 on the *fbp1* activation in *tup11∆/tup12∆* cells upon nitrogen starvation. Deletion of either *atf1* or *rst2* gene markedly reduces *fbp1* induction upon nitrogen starvation stress in *tup11∆/tup12∆* cells (Fig. 2A), indicating that both factors remain indispensable even in the absence of Tup11/12. ChIP analyses revealed that, in wild-type cells, Atf1 and Rst2 bind to both UAS1 and UAS2 only under glucose-starved conditions, as previously observed [22] (Fig. 2B). In contrast, both factors bind to these regions in *tup11∆/tup12∆* cells, but not in wild-type cells, upon nitrogen starvation (Fig. 2B). These results indicate that Atf1 and Rst2 can bind to their essential *cis-*elements for *fbp1* induction upon nitrogen starvation conditions in the absence of Tup11/12. Thus, Tup11/12 act to destabilize Atf1 and Rst2 binding under a noninduction condition, thereby preventing inappropriate *fbp1* activation.

**Figure 2.**
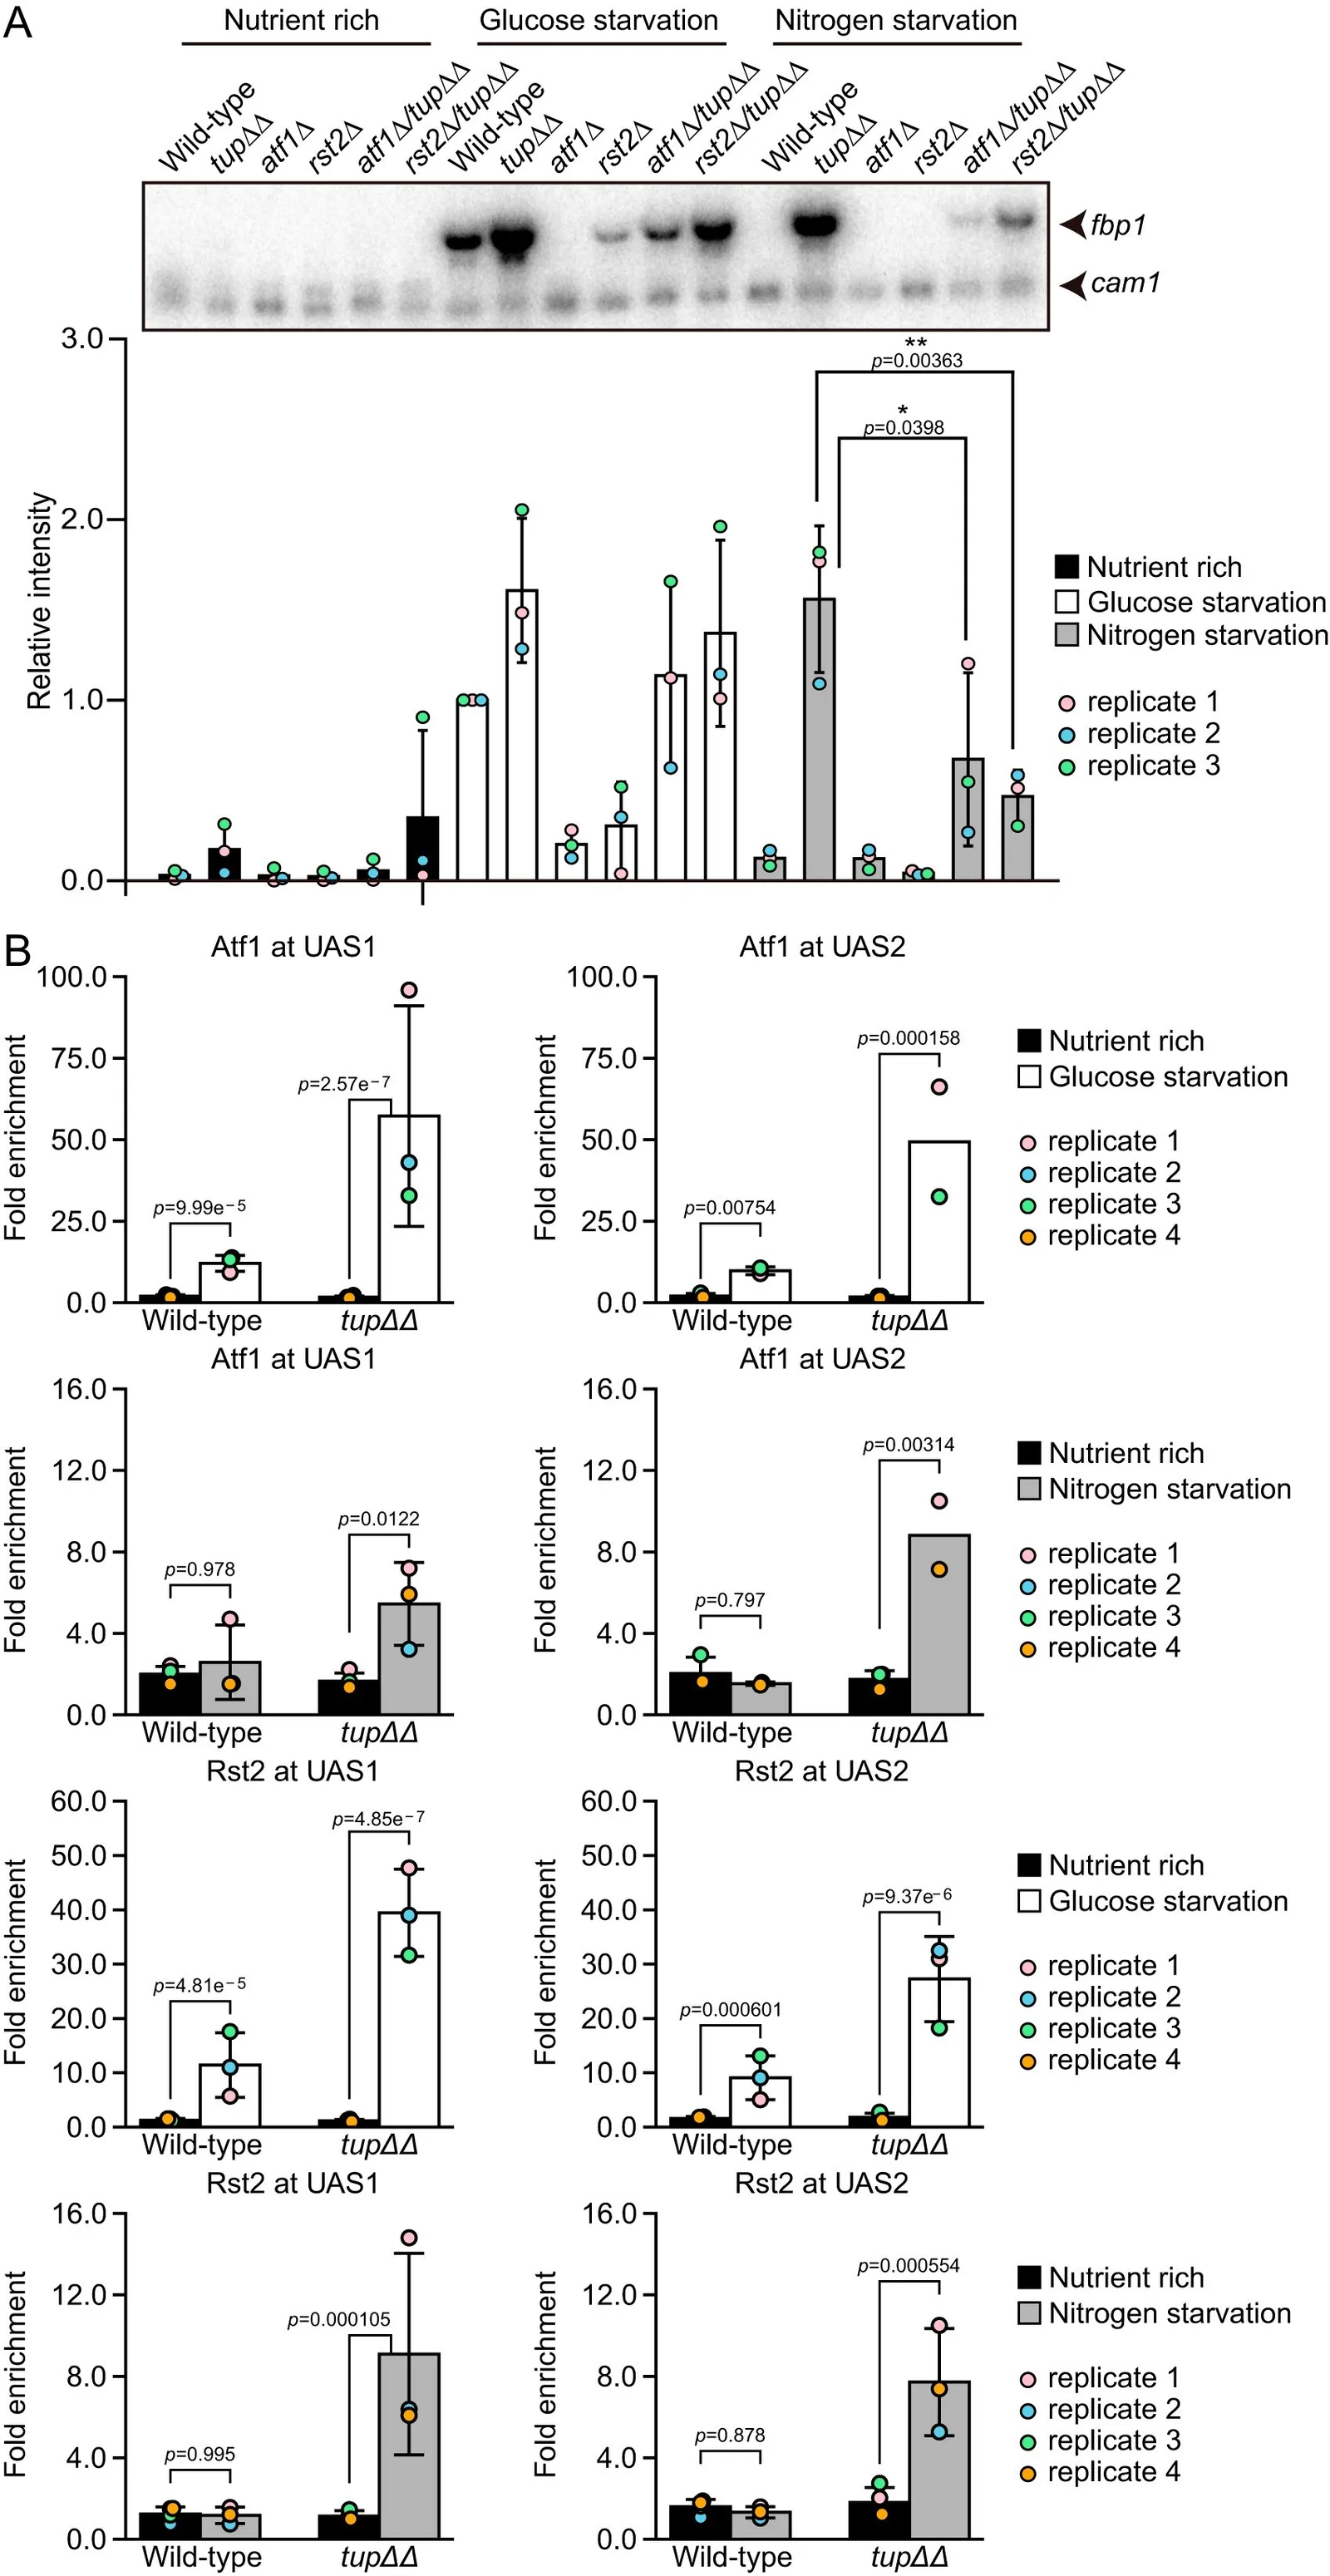
Atf1 and Rst2 are required for aberrant *fbp1* induction upon nitrogen starvation in *tup11∆/tup12∆* cells. (**A**) Representative image showing the transcription of the *fbp1* gene in indicated cells in normal (glucose-rich), glucose starvation, and nitrogen starvation conditions. Indicated fission yeast cells were cultured in YER (nutrient rich), and then transferred to YED (glucose starvation), or MM − N (nitrogen starvation) medium and further cultured for 2 h. Relative levels of *fbp1* induction were quantified from three independent experiments (*n* = 3). Error bars represent the standard deviations (SD). (**B**) The bindings of Atf1 and Rst2 in glucose starvation or nitrogen starvation conditions in wild-type and *tup11∆/tup12∆* cells were examined by ChIP analyses as described in the ‘Materials and methods’ section. Fold enrichment normalized by the value at the *prp3* locus is presented. Error bars represent the SD from independent experiments (*n* = 2 for Atf1 at UAS2 in YED and MM − N, *n* = 4 for Atf1 and Rst2 at UAS1 and UAS2 in YER, *n* = 3 for another conditions, see S7_raw_data for Fig. 2B). *P*-values were calculated by two-way ANOVA followed by Tukey’s honestly significant difference (HSD) test. Each fold enrichment value was log_2_-transformed before statistical analysis (see the ‘Materials and methods’ section).

### Php5 is essential for aberrant fbp1 induction upon nitrogen starvation in tup11∆/tup12∆ cells

A highly conserved CBF/NF-Y type TF, Php5, promotes *fbp1* activation by mediating DNA-loop formation, which juxtaposes UAS1 and UAS2, facilitating cooperative binding of Atf1 and Rst2 [22]. To assess whether Php5 also contributes to the aberrant *fbp1* induction upon nitrogen starvation, we examined *php5∆* cells. In *php5∆* cells, upon glucose starvation, *fbp1* mRNA expression is impaired, but a longer transcript accumulates (Fig. 3A). This longer transcript is mlonRNA-c, which is produced due to the arrest of the cascade expression (mlonRNA-a, mlonRNA-b, mlonRNA-c, and mRNA) following the expression of mlonRNA-c [22]. The loss of Php5 in *tup11∆/tup12∆* cells also abrogates *fbp1* induction upon nitrogen starvation (Fig. 3A). These data indicate that Php5 is required for both specific and aberrant *fbp1* induction. ChIP analysis revealed that the loss of Php5 markedly reduces Atf1 and Rst2 binding in wild-type cells upon glucose starvation (Fig. 3B, white bars). Interestingly, in *tup11∆/tup12∆/php5∆* cells, significant binding of Atf1 and Rst2 is detected around the alternative site (UAS2 and UAS1 for Atf1 and Rst2, respectively) upon glucose starvation, suggesting that these TFs can bind to binding sites other than their *cis-*element even in the absence of a Php5 mediated-DNA loop between UAS1 and UAS2. This might be attributable to the presence of a CT-rich STRE like sequence (Supplementary Fig. S3A) [23] and CRE-like sequence (Supplementary Fig. S3B) upstream of the UAS1 and UAS2, respectively. Atf1 might be able to bind directly to this CRE-like sequence near UAS2 sequence without transition from UAS1 via a loop structure, in the absence of Tup11/12, similarly to how Rst2 binds to UAS1 as previously demonstrated [22]. More importantly, the loss of Php5 in nitrogen starved *tup11∆/tup12∆* cells (nonspecific conditions) critically reduces the binding of Atf1 and Rst2 (Fig. 3B, gray bars). These results highlight the critical role of Php5 in stabilizing TF binding in aberrant *fbp1* induction upon nitrogen starvation in *tup11∆/tup12∆* cells. Moreover, these findings suggest that Php5-mediated TF stabilization, likely through close proximity between UAS1 and UAS2, counteracts Tup11/12-mediated TF destabilization in the *fbp1* upstream region.

**Figure 3.**
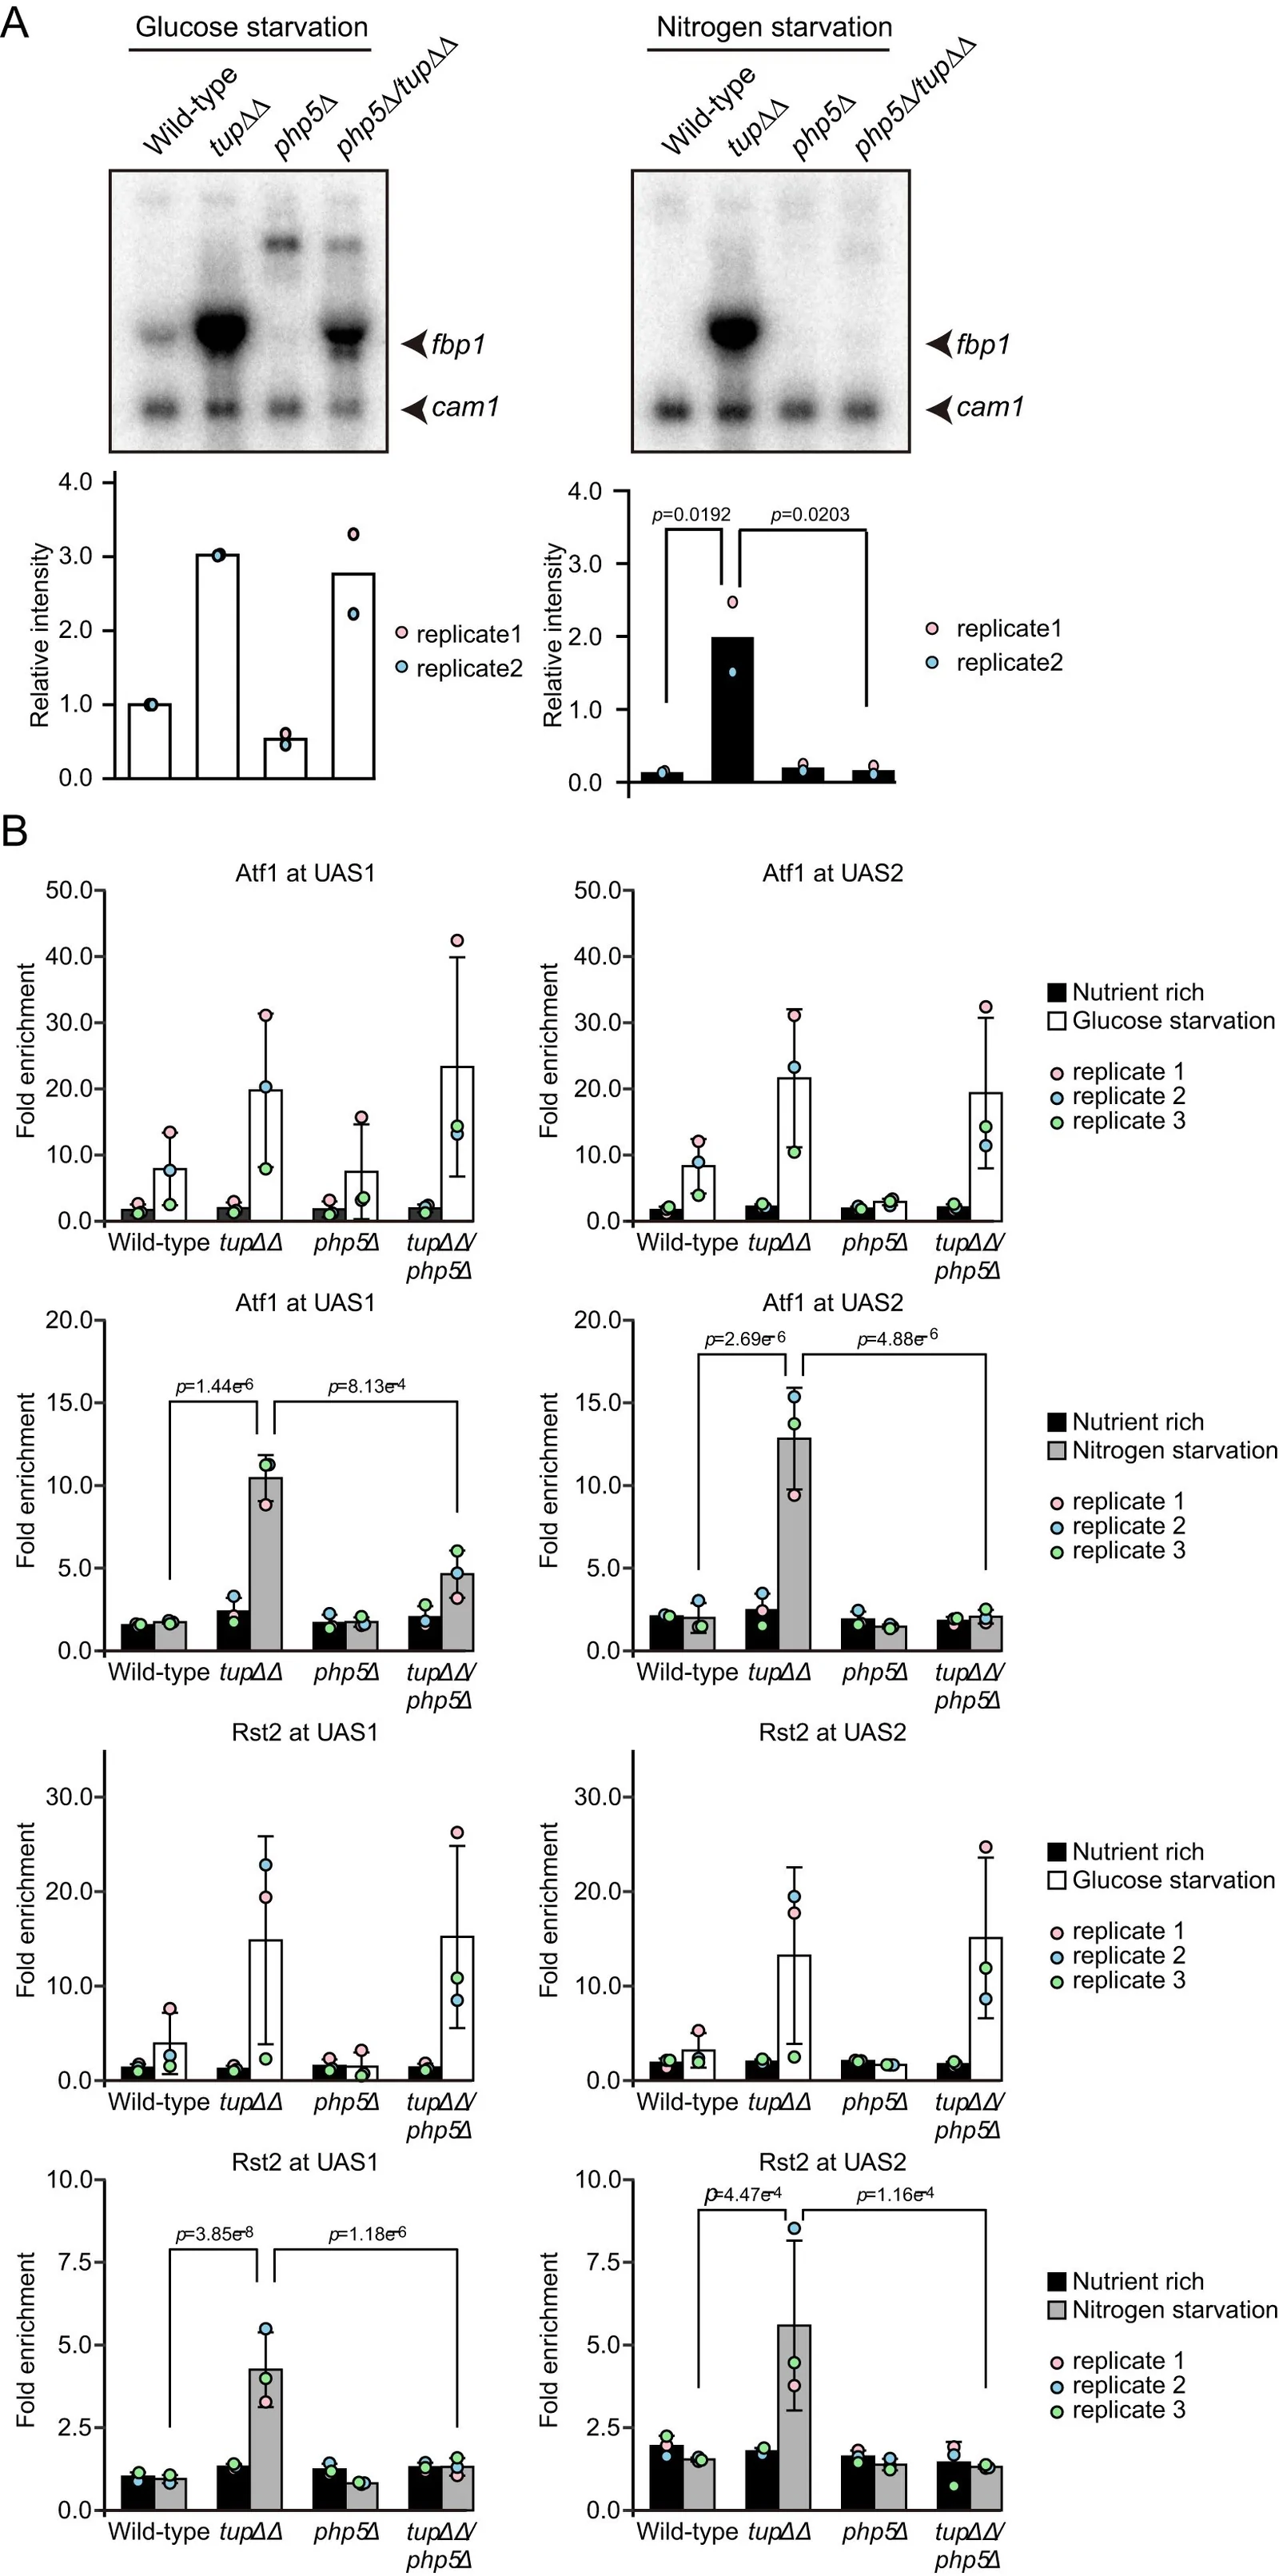
Php5 counteracts Tup11/12-mediated suppression of Atf1 and Rst2 binding to *fbp1* upstream *cis-*elements. (**A**) Representative image showing the transcription of the *fbp1* gene in indicated cells upon glucose starvation and nitrogen starvation. Indicated cells were cultured in YED or MM − N medium for 2 h. Relative levels of *fbp1* induction were quantified from two independent experiments (*n* = 2). *P*-values were calculated by two-way ANOVA followed by Tukey’s HSD test. (**B**) The binding of Atf1 and Rst2 upon glucose starvation or nitrogen starvation in indicated cells was examined by ChIP analyses as described in the ‘Materials and methods’ section. Fold enrichments normalized by the value at the *prp3* locus are presented. Error bars represent SD from three independent experiments (*n* = 3). *P*-values were calculated by two-way ANOVA followed by Tukey’s HSD test. Each fold enrichment value was log_2_-transformed before statistical analysis (see the ‘Materials and methods’ section).

### Spatial proximity of UAS1 and UAS2 is crucial for TF stability

To test the hypothesis that proximity between UAS1 and UAS2 contributes to reciprocal TFs’ stabilization and is ultimately required for the aberrant *fbp1* activation upon nitrogen starvation in *tup11∆/tup12∆* cells, we manipulated the distance between UAS1 and UAS2 by deleting the intervening sequences between these two elements (Fig. 4A). We placed UAS1 and UAS2 within 46, 100, and 628 bp (without deletion). Since the Atf1 and Rst2 binding sequences in the UAS1 region are naturally separated by 46 bp (Supplementary Fig. S3A), and in this configuration, Atf1 and Rst2 reciprocally stabilize each other [23], we placed these *cis-*elements in a similar proximity (Fig. 4A). Placing UAS1 and UAS2 within 46 bp bypassed requirement of Php5 in specific *fbp1* induction (glucose-starved *tup11^+^/tup12^+^* cells), indicating that Php5 indeed stabilizes TFs via a loop structure-mediated closed proximity (Fig. 4B). More importantly, placing UAS1 and UAS2 within 46 bp proximity significantly restores the aberrant *fbp1* induction in *tup11∆/tup12∆/php5∆* cells (Fig. 4C). Consistently, in the conditions of aberrant *fbp1* induction (upon nitrogen starvation in *tup11∆/tup12∆* cells), the loss of Php5 critically impairs the binding of Atf1 and Rst2 to UAS2 (Fig. 3B), while placing UAS1 and UAS2 within 46 bp proximity significantly restores these bindings (Fig. 4D). These data indicate that TFs reciprocally stabilize each other in close proximity. Taken together, these results demonstrate that the response to glucose starvation is regulated through the counteracting mechanisms of TF stabilization via the close proximity between UAS1 and UAS2 by Php5 and TF destabilization by Tup11/12.

**Figure 4.**
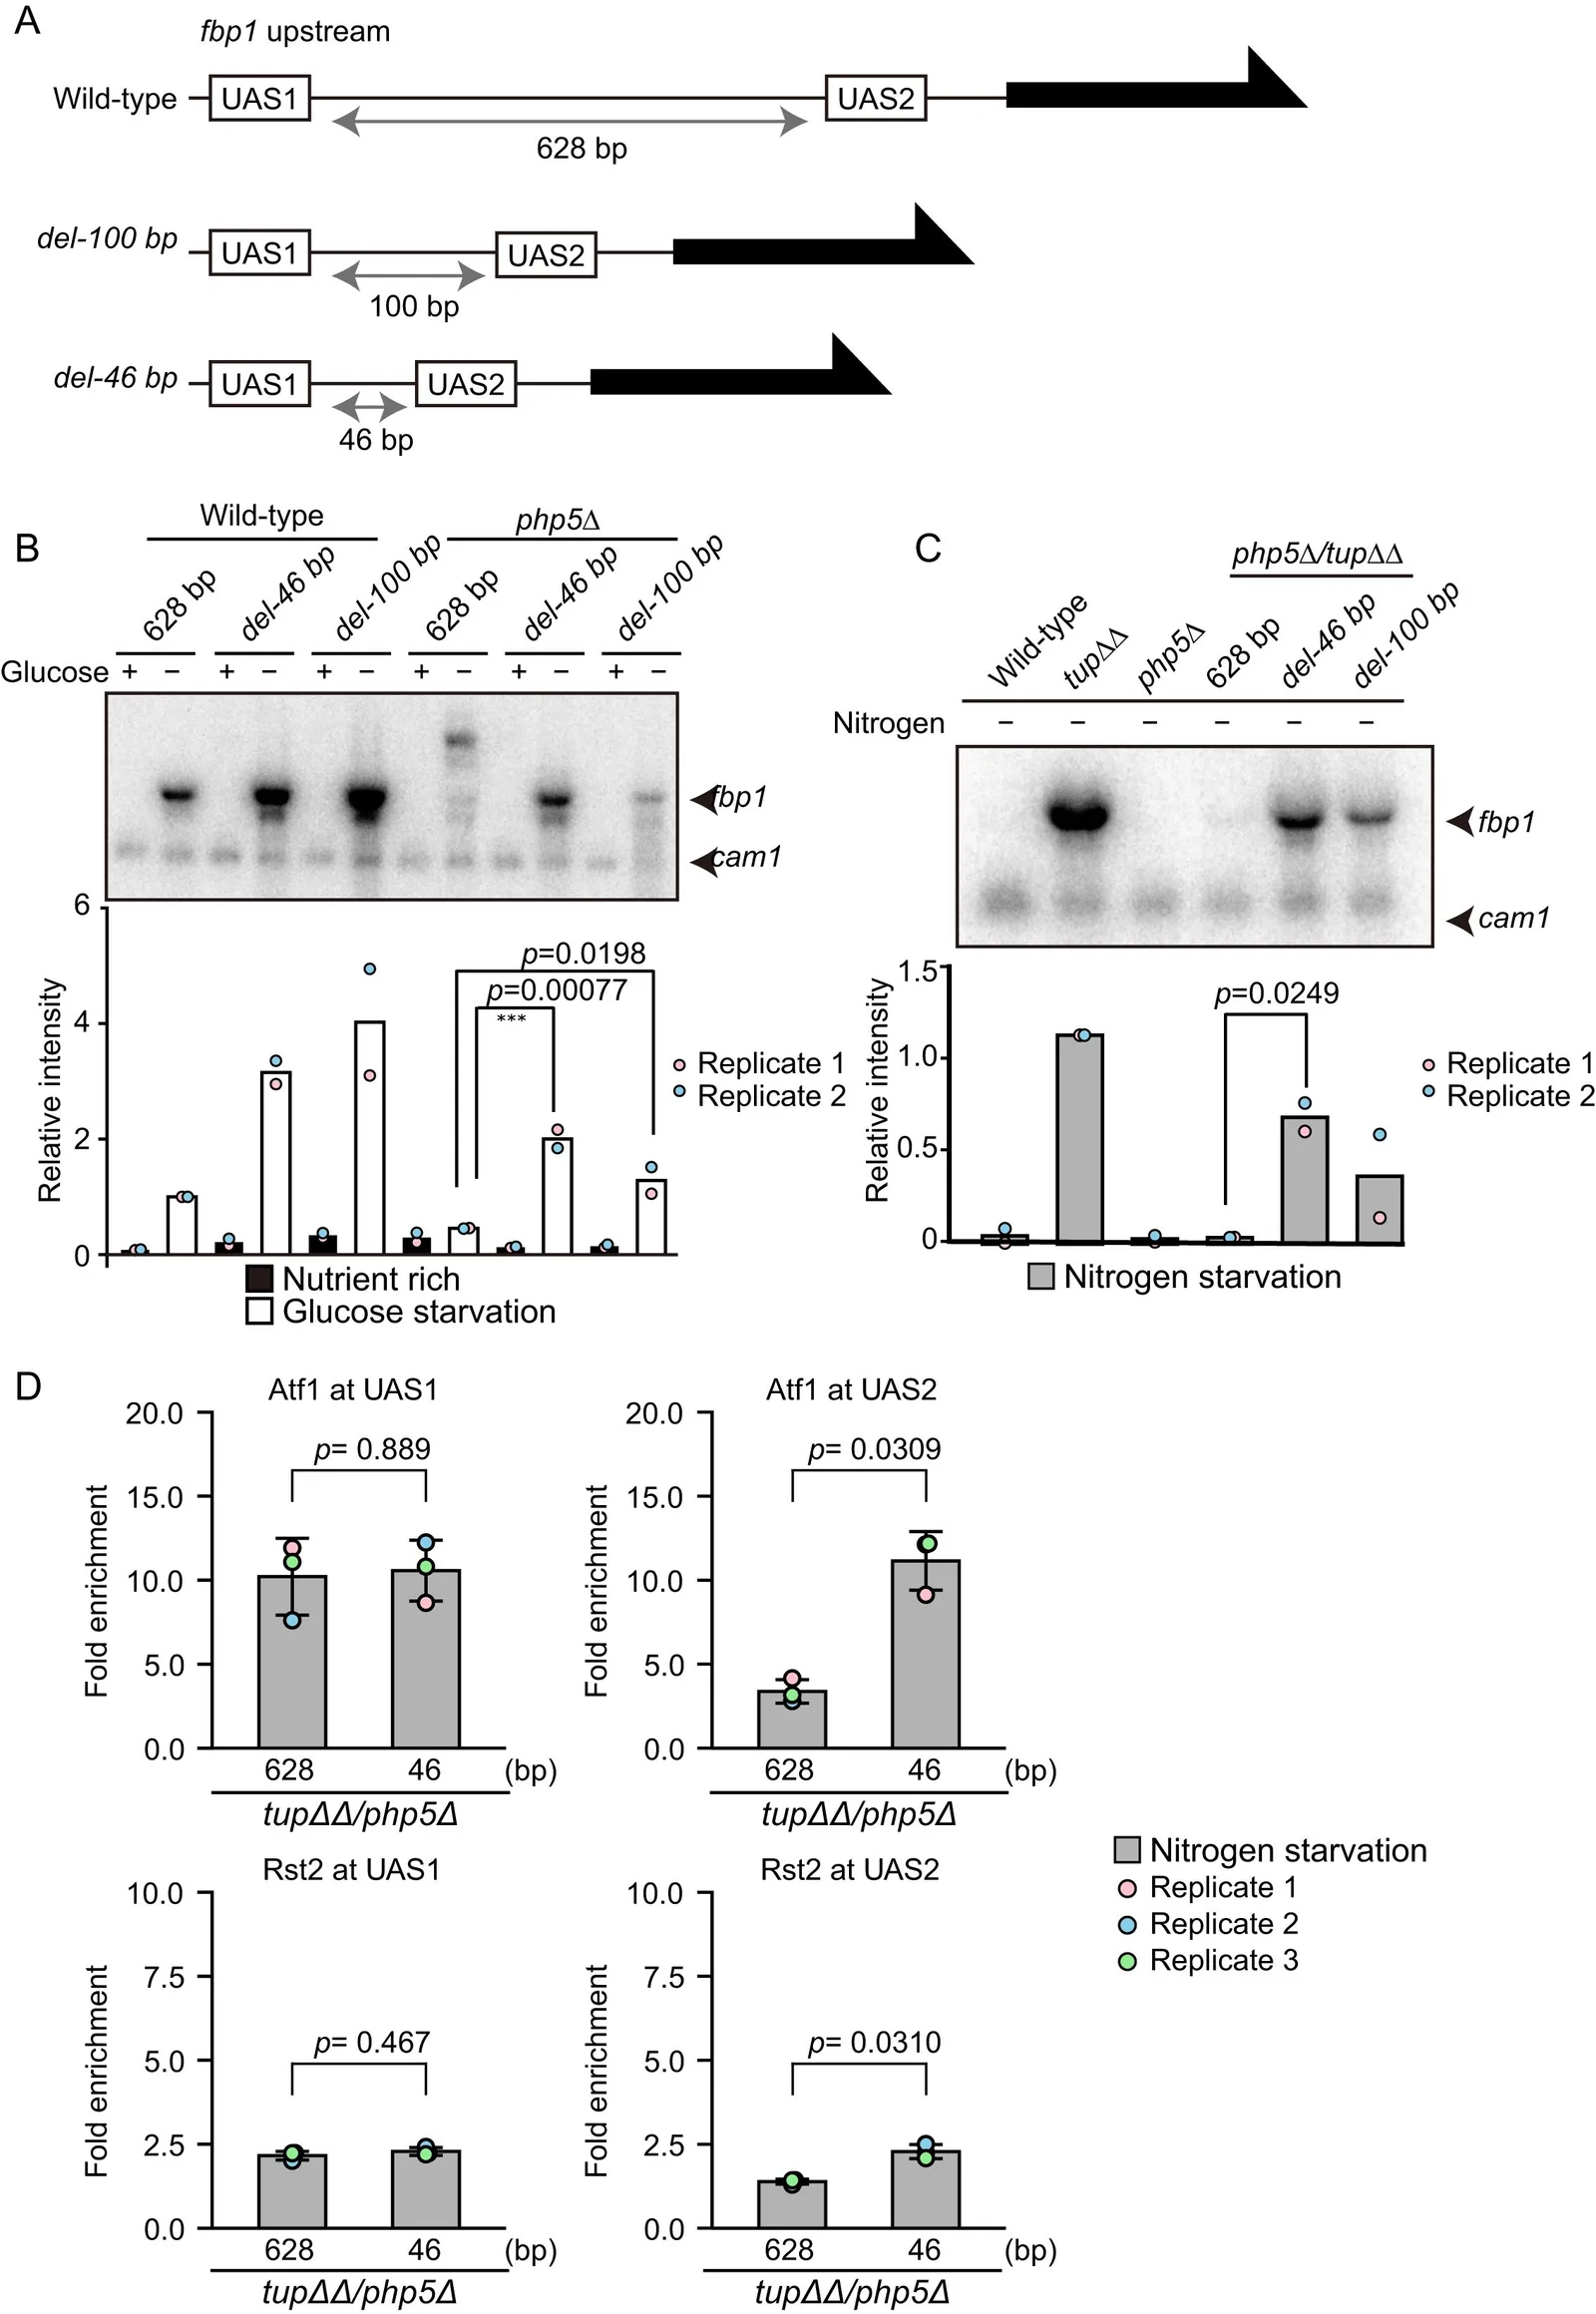
Important role of the close proximity between UAS1 and UAS2 in *fbp1* induction. (**A**) Schematic drawing of the region upstream from *fbp1* containing UAS1 and UAS2. The distance between UAS1 and UAS2 is artificially changed to 46 bp or 100 bp, while the spacing between these sites is 628 bp in wild-type cells. (**B, C**) Representative images showing the transcription of the *fbp1* gene in indicated cells in glucose starvation (**B**) and nitrogen starvation (**C**) conditions. Indicated cells were cultured in YED or MM − N medium for 2 h. Quantitative data of *fbp1* induction upon glucose starvation (**B**) and nitrogen starvation (**C**) are presented under the representative blot images. The experiment was repeated twice (*n* = 2). *P*-values were calculated by one-way ANOVA followed by Tukey’s HSD test. (**D**) The binding of Atf1 upon nitrogen starvation in indicated cells was examined by ChIP analyses as described in the ‘Materials and methods’ section. Fold enrichments normalized by the value at the *prp3* locus are presented. Error bars represent SD from three independent experiments (*n* = 3). *P*-values were calculated by *t*-test.

### Distinct activation status of Atf1 and Rst2 in response to glucose starvation and nitrogen starvation

To understand how the above dual regulations—Php5-mediated stabilization and Tup11/12-mediated destabilization of TFs—decode the different kinds of external stresses, we monitored the phosphorylation status of Atf1 and Rst2 in response to glucose starvation or nitrogen starvation. The phosphorylation status of Atf1 and Rst2 can be detectable as a band shift [10, 37]. Upon glucose starvation, both Atf1 and Rst2 are rapidly phosphorylated within 5 min, maintaining this highly active state up to 60 min (Fig. 5). In marked contrast, nitrogen starvation induces comparable Rst2 phosphorylation, whereas phosphorylation of Atf1 is markedly weaker and delayed (Fig. 5). These observations suggest that the activation status of TFs upon nitrogen starvation is weaker and slower than that upon glucose starvation. Taken together, these results suggest that the counteracting mechanism by Php5-mediated TF stabilization and Tup11/12-mediated TF destabilization interprets differential activation states of Atf1 and Rst2 to confer stress-specific transcriptional response.

**Figure 5.**
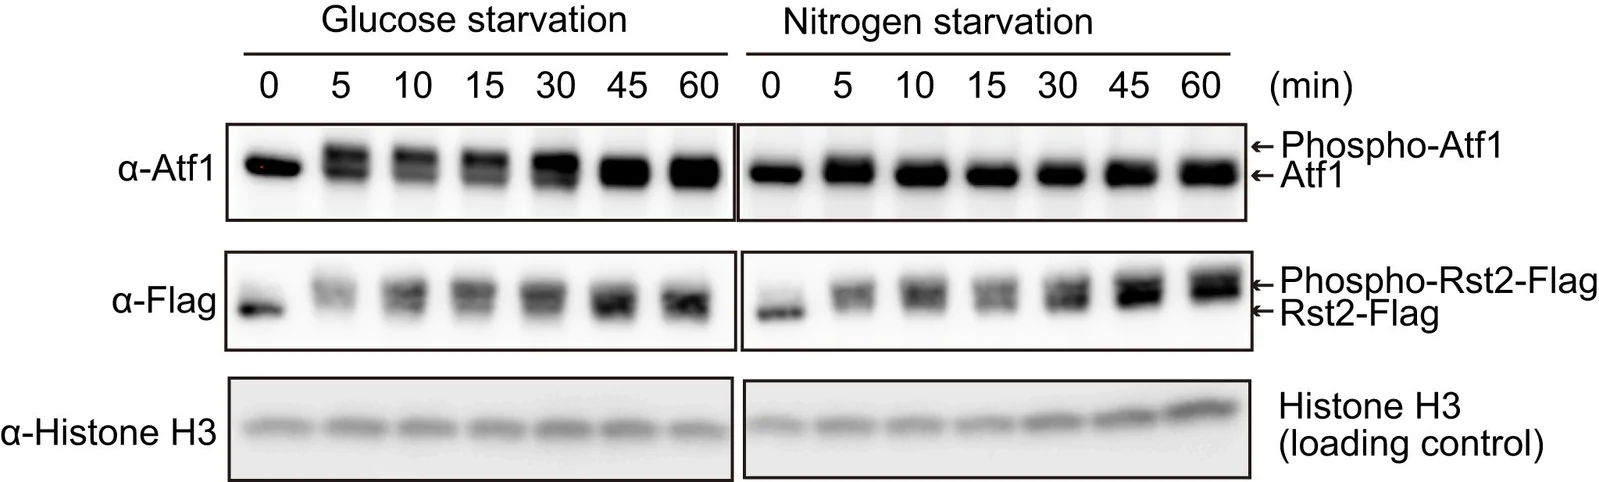
Insufficient and late activation status of Atf1 upon nitrogen starvation. Representative images showing the phosphorylation status of Atf1 and Rst2. Wild-type fission yeast cells were cultured in YED or MM − N for the indicated time. Arrows indicate the bands corresponding to Atf1, phosphorylated Atf1, Rst2, and phosphorylated Rst2. Histone H3 is shown as a loading control. These experiments were repeated twice and a similar trend was confirmed (*n* = 2).

### The dual regulatory mechanism—TF stabilization by Php5-mediated and TF destabilization by Tup11/12—regulates other genes within the fission yeast genome

We next sought to determine whether the regulatory system observed in the *fbp1* gene, which governs stress specificity, controls other stress selective gene responses in fission yeast genome. To this end, we searched for the genes exhibiting an expression pattern similar to the *fbp1* gene by transcriptome analyses. 

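Messenger RNA was sequenced from 3 strains of fission yeast, each cultured for 2 h in 3 media, with 1 library for each of the 9 combinations. The strains were wild-type cells, cells labelled as lacking the corepressors Tup11 and Tup12, and cells labelled as lacking also Php5, a subunit of the CCAAT-binding factor. The glucose rich medium held 6% glucose, the glucose starvation medium 0.1% glucose and 3% glycerol, and the nitrogen starvation medium 1% glucose. The authors mapped the reads of nonstrand-specific, poly(A)-selected libraries with hisat2, counted them on each gene with featureCounts and deposited TPM, read counts scaled by feature length and library total, which sum to 1000000 in each library. The table lists 5323 features, of which 5113 are protein-coding genes, 171 tRNA genes and 32 pseudogenes. The product of TPM and feature length rises in equal steps, each worth 1 read, and 100% of the values in each library came out as whole reads. In wild-type cells, 54303622 reads were counted under glucose rich conditions, 41590346 under glucose starvation and 48845411 under nitrogen starvation. The libraries labelled *tup11∆/tup12∆* held 53733682, 39051438 and 36652045 reads in the same order, and those labelled *tup11∆/tup12∆/php5∆* held 46620606, 52800134 and 39108623. The median over the 9 libraries was 46620606. At these depths, 3 reads on a feature of the median length of 1098 bases were worth between 0.0395 and 0.0702 TPM.
The genes named in the labels were examined first. *tup11* (SPAC18B11.10) had 41.9 TPM under glucose rich conditions, 49.4 under glucose starvation and 67.4 under nitrogen starvation in wild-type cells, and at most 0.418 TPM in the 6 mutant libraries. *tup12* (SPAC630.14c) was not reduced in the same way. Its values in wild-type cells were 107 TPM under glucose rich conditions, 151 under glucose starvation and 157 under nitrogen starvation. In the libraries labelled *tup11∆/tup12∆* they were 89.2, 117 and 72.7 TPM, and in those labelled *tup11∆/tup12∆/php5∆* 84.8, 54.5 and 55.7 TPM. *php5* (SPBC3B8.02) had 61.6, 77.0 and 126 TPM in wild-type cells and 61.6, 74.8 and 124 TPM in the libraries labelled *tup11∆/tup12∆*. It fell to 8.92, 21.2 and 30.2 TPM in the libraries labelled *tup11∆/tup12∆/php5∆*. The marker gene *ura4* (SPCC330.05c) had 0 reads in each wild-type library and between 36.1 and 179 TPM in the mutant libraries. Because *tup12* reads were present, the libraries are named here by their labels.
The selection used ratios of the deposited TPM without a pseudocount, and log2 ratios were taken of TPM + 1, which understates the change of low genes. Exact Clopper-Pearson 95% intervals of a ratio were computed from the reads of the pair of libraries. They compare these libraries and not the conditions, cover counting error only, and no difference has a replicate check. The share of TPM taken by the 10 most abundant features ran from 7.54% in wild-type cells under glucose rich conditions to 18.2% in the library labelled *tup11∆/tup12∆/php5∆* under glucose starvation, which can move all other values of a library.

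**Figure D2:**
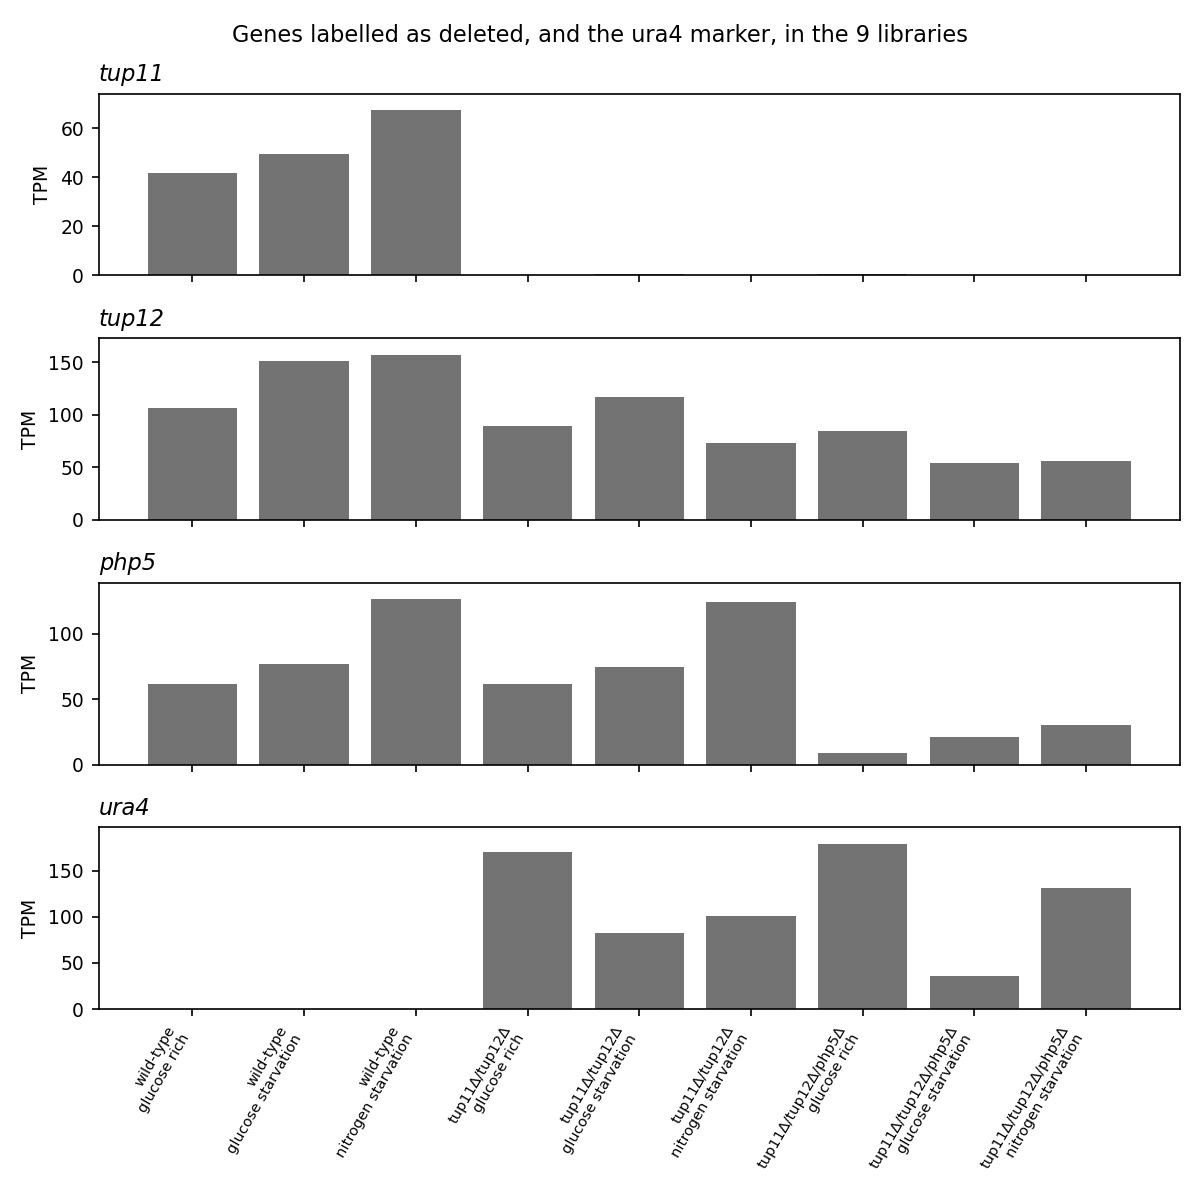
TPM of *tup11*, *tup12*, *php5* and *ura4* in the 9 libraries, 1 bar for each library. *tup11* is near 0 in the 6 mutant libraries, *tup12* stays between 54.5 and 117 TPM in them, *php5* is lowest in the libraries labelled *tup11∆/tup12∆/php5∆*, and *ura4* is at 0 in wild-type cells.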

We compared the transcriptome of wild-type, *tup11∆/tup12∆*, and *tup11∆/tup12∆/php5∆* cells under nutrient rich, glucose starvation, and nitrogen starvation conditions. We looked for genes whose expression are induced during glucose starvation (over two-fold induction in glucose starvation compared to glucose rich conditions), and whose aberrant induction upon nitrogen starvation is observed in *tup11∆/tup12∆* (over two-fold induction in *tup11∆/tup12∆* compared to wild-type cells upon nitrogen starvation), and whose aberrant induction is dependent on Php5 (over two-fold reduction in *tup11∆/tup12∆/php5∆* compared to *tup11∆/tup12∆* upon nitrogen starvation). Based on these criteria, we identified seventeen genes including the *fbp1* gene (Fig. 6A, blue). 

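In wild-type cells, 1017 of the features had a TPM ratio over 2 between glucose starvation and glucose rich conditions. The methods exclude genes with a TPM over 100 under glucose rich conditions, which removed 143 of them, and genes with a TPM under 100 under glucose starvation, which removed 581. This left 293 glucose-responding genes. Under nitrogen starvation, 298 features were over 2-fold higher in the library labelled *tup11∆/tup12∆* than in wild-type cells, and 72 of these were glucose-responding genes. In the library labelled *tup11∆/tup12∆/php5∆*, 195 features were over 2-fold lower than in the library labelled *tup11∆/tup12∆*. All criteria were met by 17 genes, namely *fbp1*, *mug14*, *ght3*, *gld1*, *dak2*, *pdc201*, *ach1*, *isp5*, *mal1*, *ndi1*, *ups2*, *kgd1*, *mcs6*, *ght1*, SPAC977.17, SPAC11D3.18c and SPAC11D3.19. Of the names in Fig. 6A, 15 could be paired with an identifier of the table, and all 15 were among these genes.
*fbp1* was 117-fold higher under glucose starvation than under glucose rich conditions in wild-type cells (95% interval 105 to 130). Under nitrogen starvation it was 76.9-fold higher in the library labelled *tup11∆/tup12∆* than in wild-type cells (72.6 to 81.5), and 18.9-fold higher than in the library labelled *tup11∆/tup12∆/php5∆* (18.3 to 19.5). Over the 17 genes, the log2 ratio of glucose starvation to glucose rich conditions had a median of 3.82 and ran from 1.94 for *mcs6* to 9.25 for *mug14*. The log2 ratio of the library labelled *tup11∆/tup12∆* to wild-type cells under nitrogen starvation had a median of 2.72, from 1.01 for *isp5* to 6.20 for *fbp1*. Without the pseudocount, *gld1* was higher than *fbp1*, at 78.6-fold (71.8 to 86.3), and their intervals overlap. Between the libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆*, the median was −2.11, from −4.46 for SPAC11D3.18c to −0.995 for *mal1*. Counting error alone reached the threshold for a pair of genes. The ratio of the library labelled *tup11∆/tup12∆* to wild-type cells was 2.02 for *isp5* (1.99 to 2.05), and its ratio to the library labelled *tup11∆/tup12∆/php5∆* was 2.00 for *mal1* (1.95 to 2.06).
*mug14* (SPBC359.06) lies on chromosome II from 128825 to 129598 in ASM294v3, *ght3* (SPAC1F8.01) on chromosome I from 82936 to 84603, and *gld1* (SPAC13F5.03c) on chromosome I from 2175008 to 2176360. Since the libraries were nonstrand-specific, reads from an overlapping transcript could not be told apart. The coding sequence overlaps another annotated transcript in 12 of the 17 genes, and in 3 of them (*fbp1*, *mug14* and SPAC11D3.18c) over its whole length. Stretches of 50 bases that also occur elsewhere in the genome make up 13.1% of *ght3* and 9.48% of *ght1*. Without both TPM limits of the methods, 41 genes met the criteria. With TPM rescaled by median-of-ratios size factors there were 13, without *gld1*, *isp5*, *mal1* and *kgd1*.

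**Figure D3:**
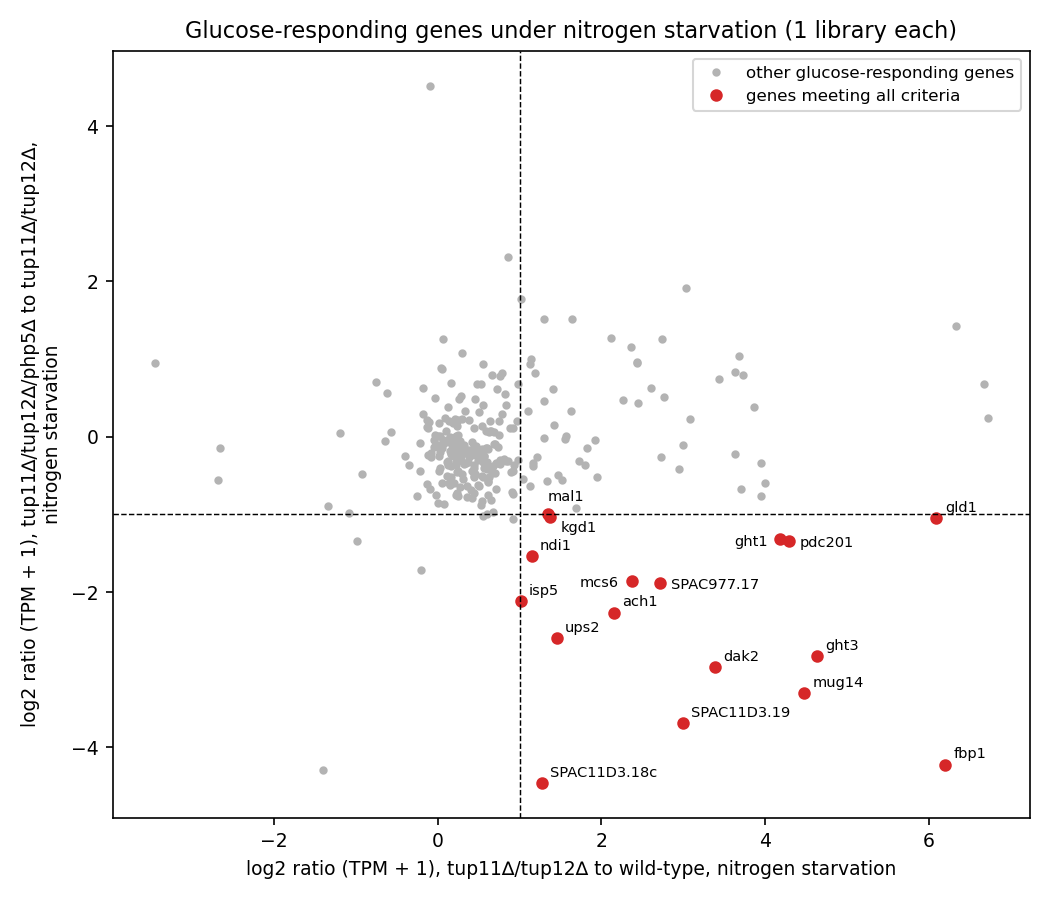
Log2 ratios of TPM + 1 under nitrogen starvation for the 293 glucose-responding genes, with the library labelled *tup11∆/tup12∆* to wild-type cells on the horizontal axis and the library labelled *tup11∆/tup12∆/php5∆* to that labelled *tup11∆/tup12∆* on the vertical axis. Dashed lines mark 2-fold changes of TPM + 1, and the 17 genes meeting all criteria lie at the lower right, with *mal1* on the horizontal line and *isp5* next to the vertical line.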

Integration of previously published sequential ChIP-seq of Atf1 and Rst2 [23] revealed that three of these genes—*mug14, ght3*, and *gld1*—show substantial Atf1 and Rst2 binding within 1 kb upstream of their ORF regions in response to glucose starvation (Fig. 6B). We then examined the expression pattern of *mug14* and *ght3* genes under nutrient rich, glucose starvation, and nitrogen starvation conditions by northern blot analysis. Both genes are massively activated by glucose starvation in wild-type cells in a Php5-dependent manner (Fig. 6C and D). Moreover, both genes exhibit aberrant induction under nitrogen starvation conditions in *tup11∆/tup12∆* cells, which is abolished in *tup11∆/tup12∆/php5∆* cells (Fig. 6C and D). A similar trend was also observed in the case of osmotic stress. However, the degree of the aberrant induction levels is not pronounced and is not statistically significant (Fig. 6C and D). These data indicate that the glucose starvation stress-specific responses of *mug14* and *ght3* genes are governed by mechanisms similar to that of the *fbp1* gene. 

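The 1000 bp upstream of the coding sequences of *ght3* and *mug14* were searched in ASM294v3 on both strands for the CRE-core TGACGT, the STRE-core CCCC[G/T]C, and sites with 1 mismatch to either of them, named CRE-like and STRE-like here. Each site is written along its own strand, and positions are those of its first base on the strand of the gene. Upstream of *ght3* there was 1 CRE-core at −554, on the opposite strand to the gene, and 1 STRE-core (CCCCTC) at −914. In addition there were 9 CRE-like and 4 STRE-like sites. Within 50 bases of each other lay 5 pairs, formed by 3 CRE-like and 3 STRE sites. The STRE-core at −914 was 6 bases from a CRE-like TGACGA at −902 and 17 bases from a CRE-like TGATGT at −937. The STRE-like CCCCGA at −849 was 47 bases from the site at −902 and 37 bases from a CRE-like TGAGGT at −806, which was 8 bases from a STRE-like CTCCGC at −820. None of the 5 pairs held the CRE-core at −554. Upstream of *mug14* there were 0 CRE-core and 4 CRE-like sites. Its STRE-core sites, both CCCCTC, were at −209 and −192, and its STRE-like sites were CTCCGC at −603 and CCCCGG at −553. No CRE-like site of *mug14* lay within 50 bases of a STRE site.

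**Figure D4:**
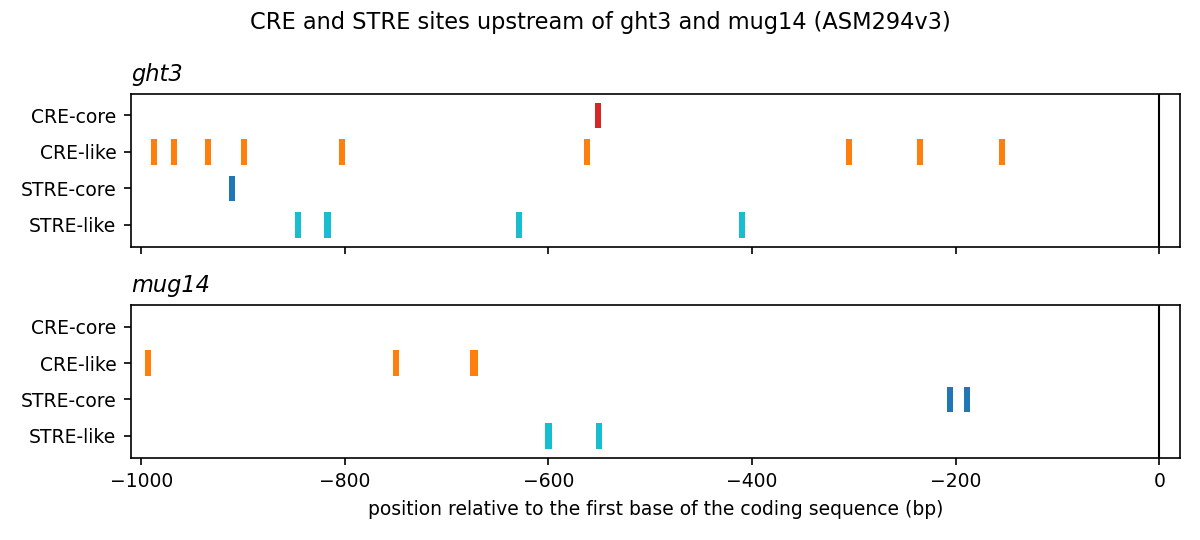
CRE-core, CRE-like, STRE-core and STRE-like sites in the 1000 bp upstream of *ght3* and *mug14*, with the position in bp from the first base of the coding sequence on the horizontal axis. Each bar is 1 site, drawn to scale, and the CRE-like sites of *mug14* at −677 and −675 overlap. The sites of the 5 pairs of *ght3* lie between −937 and −806.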

Analysis of the promoter sequences of these genes revealed that *ght3* harbors two composite motifs analogous to *fbp1*, containing closely spaced CRE-core (TGACGT)-like and STRE (CCCC[G/T]C)-like sequences within about 50 bp, while *mug14* contains four STRE-like sequences but no canonical CRE-core sequence (Supplementary Fig. S4). Given that ATF family proteins can bind to incomplete CREs depending on the surrounding sequence [38], it is possible that Atf1 binds to regions lacking CRE-core. These findings indicate that the dual mechanism of Tup11/12-mediated TF destabilization and Php5-mediated stabilization governs a multiple stress-responsive genes.

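Under nitrogen starvation, the library labelled *tup11∆/tup12∆/php5∆* stayed over 2-fold above wild-type cells for 6 of the 17 genes and fell over 2-fold below them for 3, with a median log2 ratio of 0.42. The ratio to wild-type cells was 4.07 for *fbp1* (95% interval 3.81 to 4.35), 3.61 for *ght3* (3.45 to 3.78), 2.28 for *mug14* (2.22 to 2.33) and 37.8 for *gld1* (34.5 to 41.5). In wild-type cells themselves, 12 of the 17 genes were over 2-fold higher under nitrogen starvation than under glucose rich conditions. Among them was *dak2*, with an interval that reaches below 2-fold. Both media also differ in glucose, with 1% against 6%, and in yeast extract, so the rise cannot be credited to nitrogen starvation alone. The ratio was 4.11 for *fbp1* (3.64 to 4.64), 12.1 for *ght3* (10.6 to 13.8) and 30.2 for *mug14* (27.4 to 33.2), and it was highest for *isp5*, at 104 (94.1 to 116).
The libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆* under glucose starvation entered none of the criteria. Between them, the median log2 ratio of the 17 genes was −1.78, and counting error moved this median between −1.84 and −1.72. The median of all features was −0.57. Among 10000 random lists of 17 genes matched on mean expression, the middle 95% of the medians ran from −1.01 to −0.01, and the selected genes were at percentile 0. The ratio was 0.223 for *fbp1* (0.220 to 0.225), 0.180 for *mug14* (0.178 to 0.181) and 0.391 for *ght3* (0.387 to 0.395). It was above 1 for *gld1*, at 1.92 (1.90 to 1.95), and also for *mal1*, *pdc201* and *ght1*. Reads of *fbp1* can include those of mlonRNAs, which were not told apart from mRNA. The median was −1.14 with TPM rescaled by median-of-ratios size factors. Under these, the median of features with a mean of at least 10 TPM was 0.03, against −0.62 before.
Under glucose rich conditions, the library labelled *tup11∆/tup12∆* was over 2-fold above wild-type cells for 9 of the 17 genes and over 2-fold below them for 1. The median log2 ratio was 1.09, at percentile 100 of the matched lists, whose medians ran from −0.26 to 0.04. The median of all features was −0.17. The ratio was 87.4 for *mug14* (79.6 to 96.1), 28.3 for *gld1* (24.7 to 32.5) and 16.9 for *ght3* (14.9 to 19.2), against 1.31 for *fbp1* (1.14 to 1.505). Wild-type cells under glucose rich conditions entered the first criterion, so a low value there was in part selected for. With a pseudocount of 10 the median was 0.74. From the 17 selected genes, the co-binding of Atf1 and Rst2, the northern blots of *ght3* and *mug14* and the promoter sequences of these genes, the paper concludes that destabilization of transcription factors by Tup11/12 and their stabilization by Php5 govern several stress-responsive genes.

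**Figure D5:**
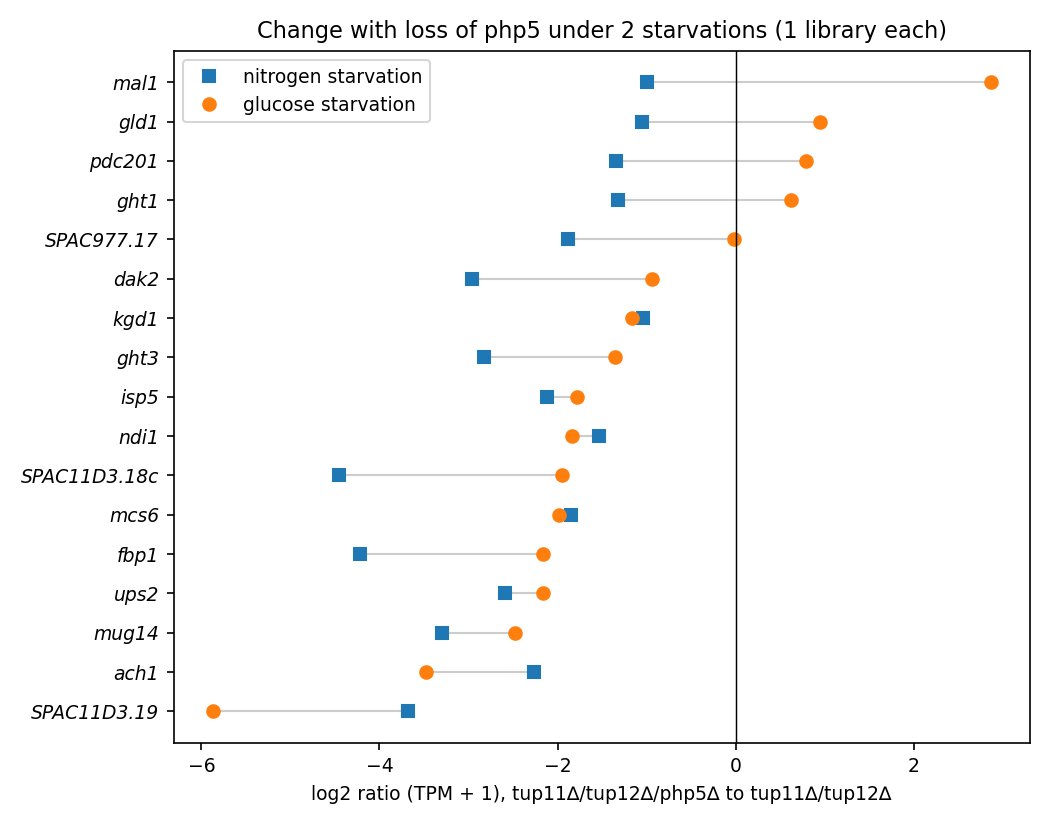
Log2 ratios of TPM + 1 between the libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆* for the 17 genes, with squares for nitrogen starvation and circles for glucose starvation. Squares run from −4.46 to −0.995, as the criteria require, and circles lie below 0 for 13 genes and above it for 4, although SPAC977.17 moves above 0 under median-of-ratios size factors.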

**Figure 6.**
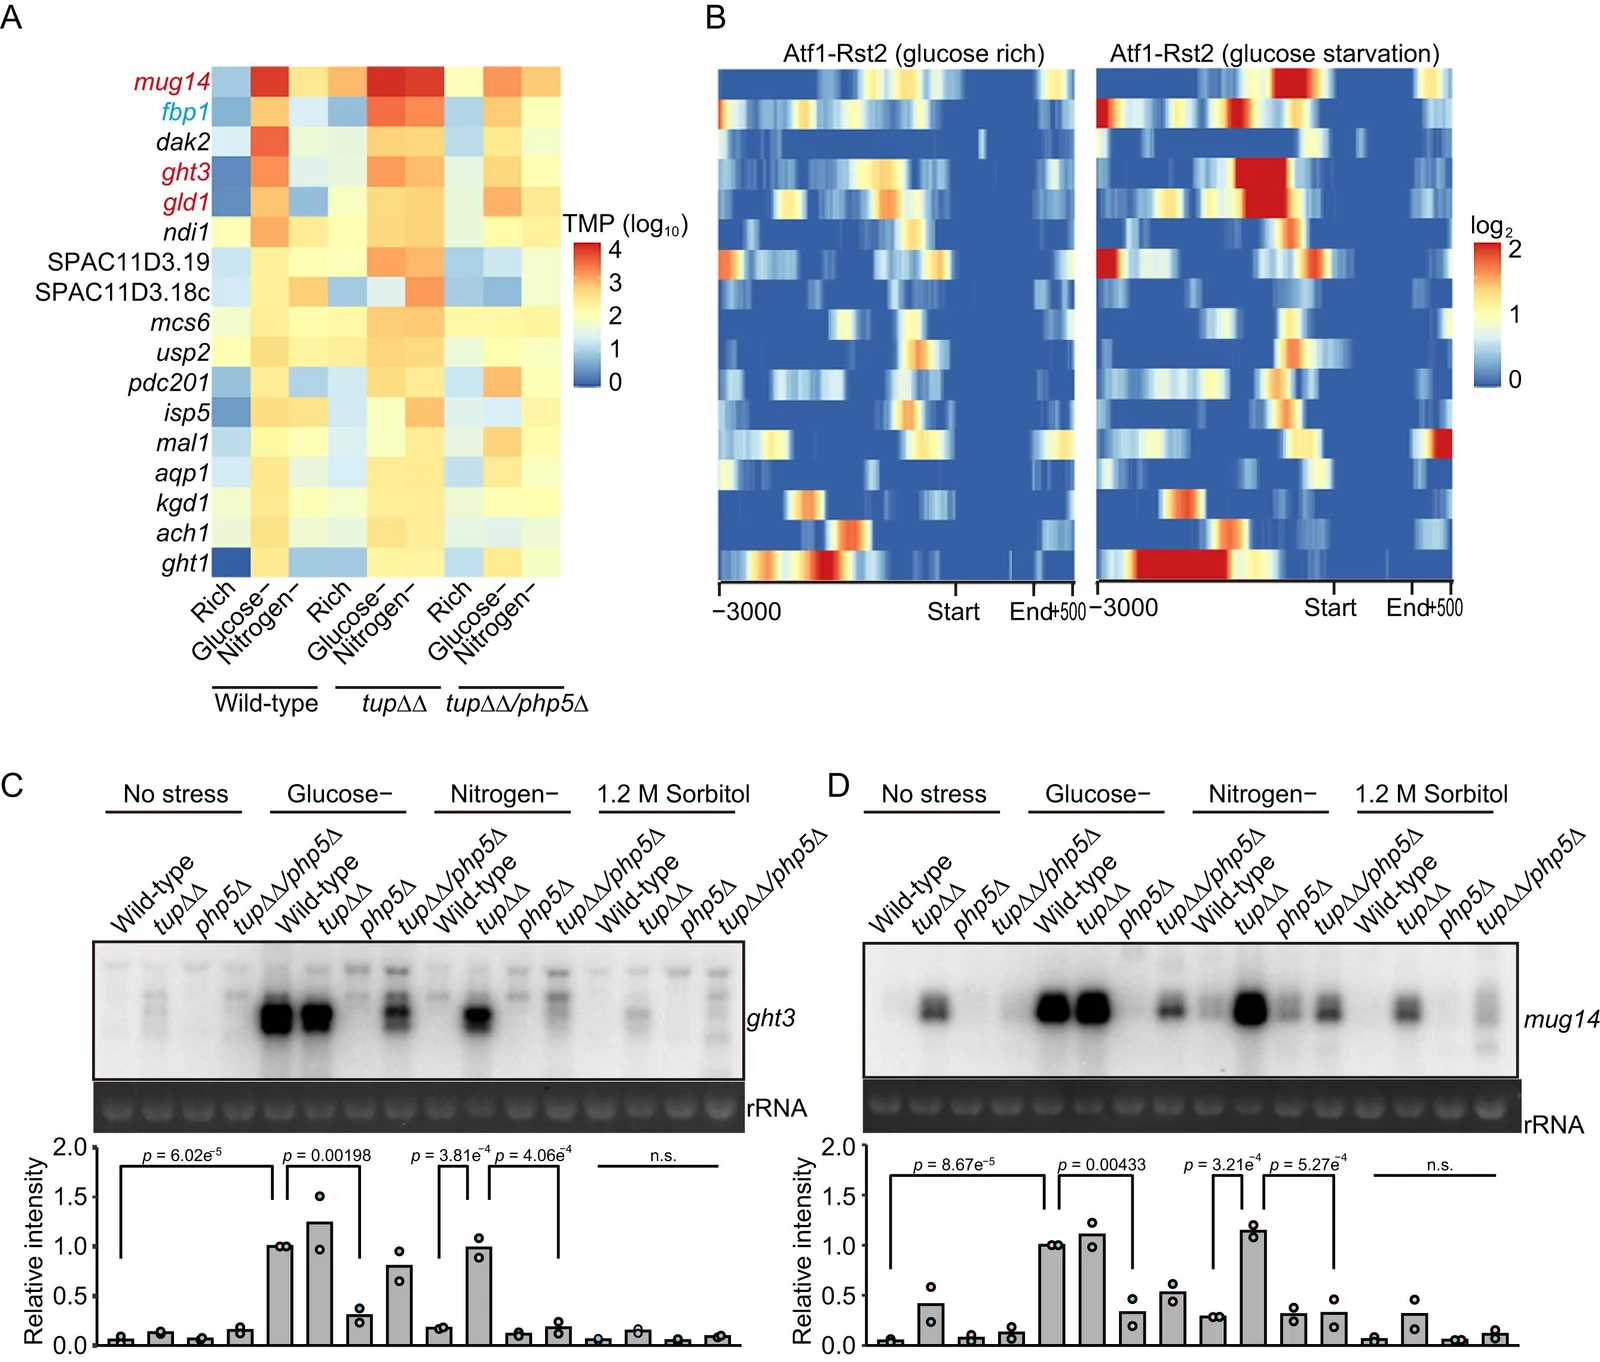
Conserved counteractive regulation by Tup11/12 and Php5. (**A**) 17 genes whose expression patterns are similar to that of *fbp1* are shown (left). Genes whose expression are induced during glucose starvation (over two-fold induction in glucose starvation compared to nutrient rich conditions), and whose unspecific induction upon nitrogen starvation are observed in *tup11∆/tup12∆* (over two-fold induction in *tup11∆/tup12∆* compared to wild-type cells upon nitrogen starvation), and such unspecific induction are dependent on Php5 (over two-fold reduction in *tup11∆/tup12∆/php5∆* compared to *tup11∆/tup12∆* upon nitrogen starvation). Colors represent the TPM showing number of read counts in each gene. Gene names highlighted by red and blue indicate genes exhibiting promoter binding of Atf1 and Rst2 in glucose starvation conditions and the *fbp1* gene, respectively. (**B**) The status of co-binding of Atf1 and Rst2 in the promoter region of genes presented in A (left). Colors represent log_2_-transformed IP/INPUT of Atf1-Rst2 sequential ChIP-seq. (**C, D**) Representative images showing the expression pattern of *ght3* (**C**) and *mug14* (**D**) under nutrient rich (YER), glucose starvation (YED), nitrogen starvation (MM − N), or osmotic stress (YE + 1.2M sorbitol) conditions for 2 h are presented. Relative levels of *ght3* and *mug14* induction were quantified from two independent experiments (*n* = 2). *P*-values were calculated by two-way ANOVA followed by Tukey’s HSD test.

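In the deposited table, *fbp1* had 5.11 TPM under glucose rich conditions, 597 under glucose starvation and 21.0 under nitrogen starvation in wild-type cells. The libraries labelled *tup11∆/tup12∆* had 6.68, 2598 and 1612 TPM in the same order, and those labelled *tup11∆/tup12∆/php5∆* had 11.1, 579 and 85.3 TPM. In *php5∆* cells under glucose starvation, the paper reports impaired *fbp1* mRNA and a longer noncoding transcript, mlonRNA-c, in its place. Such reads could not be told apart from those of *fbp1* mRNA, so these values need not be mRNA alone. The values of *mug14* were 8.70, 5893 and 262 TPM in wild-type cells, 760, 7504 and 5879 TPM in the libraries labelled *tup11∆/tup12∆*, and 84.0, 1347 and 597 TPM in those labelled *tup11∆/tup12∆/php5∆*. *ght3* rose from 2.33 to 1529 TPM with glucose starvation in wild-type cells and reached 28.2 TPM under nitrogen starvation. It had 39.3, 1238 and 726 TPM in the libraries labelled *tup11∆/tup12∆* and 35.2, 483 and 102 TPM in those labelled *tup11∆/tup12∆/php5∆*. *gld1* had 2.46, 652 and 6.60 TPM in wild-type cells and 69.6, 432 and 519 TPM in the libraries labelled *tup11∆/tup12∆*. In the libraries labelled *tup11∆/tup12∆/php5∆* it had 42.8, 831 and 250 TPM. Under nitrogen starvation in wild-type cells, SPAC11D3.18c had the highest value of the 17 genes, 544 TPM, followed by *isp5* with 332 TPM. Close to the limit of 100 TPM under glucose rich conditions were *ups2* with 96.9 TPM and *ndi1* with 87.5 TPM in wild-type cells. The lowest value under glucose starvation in wild-type cells was the 144 TPM of *mal1*.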

### Tup11/12 and Php5 cooperatively regulate cellular adaptation to environmental stresses

Finally, to assess the physiological relevance of this regulatory system in cellular adaptation to the external stresses, we evaluated the sensitivities of wild-type, *tup11∆/tup12∆, php5∆*, and *tup11∆/tup12∆/php5∆* cells under various environmental challenges. Under 25°C culture conditions, which is slightly lower temperature than optimal temperature for fission yeast (30°C), *php5∆* cells exhibit mildly reduced survival, without synergistic effects with *tup11∆/tup12∆* (Fig. 7). In contrast, under heat and nitrogen starvation stresses, the loss of Tup11/12 exacerbates the sensitivity of *php5∆* cells, revealing a synergistic requirement for both factors (Fig. 7). Under osmotic and oxidative stresses, both *tup11∆/tup12∆* and *php5∆* cells remain relatively tolerant, however simultaneous loss of both Tup11/12 and Php5 causes marked sensitivity (Fig. 7). Collectively, these results highlight a pivotal role of Tup11/12 and Php5 in maintaining transcriptional fidelity and ensuring robust cellular adaptation to diverse environmental stresses.

**Figure 7.**
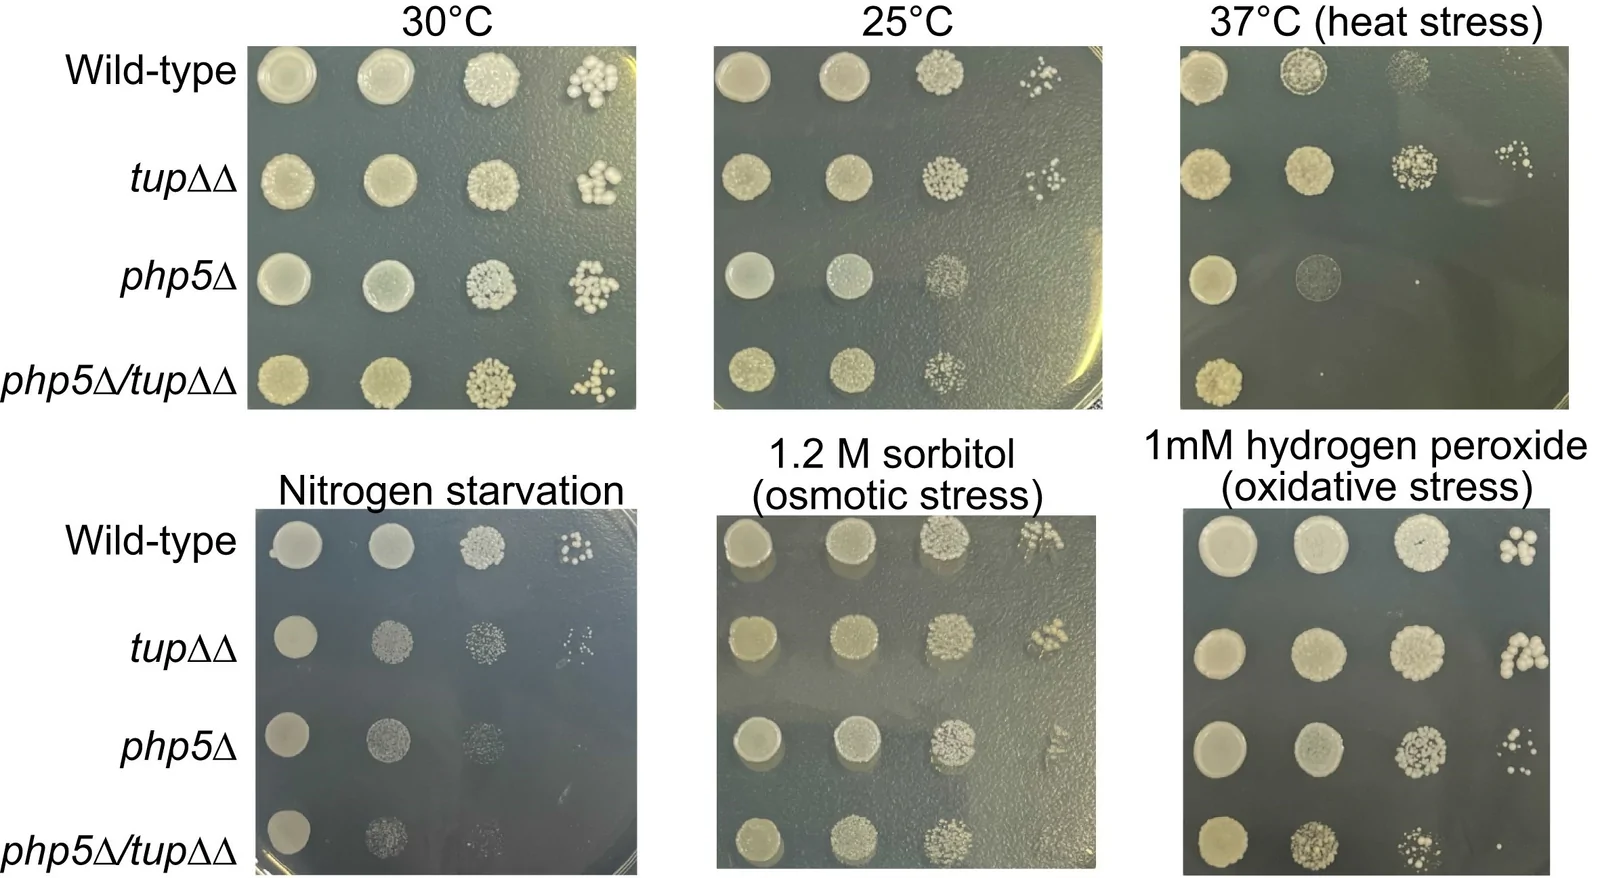
Pivotal role of Tup11/12 and Php5 in response to stress conditions by fission yeast. Wild-type, *tup11∆/tup12∆, php5∆*, and *tup11∆/tup12∆/php5∆* cells were cultured in YE liquid medium and harvested at log phase. These cells were suspended in distilled water, then serially diluted by 10-fold and spotted on YE medium and exposed indicated stress conditions. The experiment was repeated two times, and the same results were obtained.

## Discussion

In this study, we investigated the mechanisms underlying stress-specific transcriptional response to external stresses. We found that *fbp1* induction upon nitrogen starvation stress (nonspecific condition) is aberrantly triggered in *tup11∆/tup12∆* cells by bypassing the prerequisite mlonRNA transcription, which normally induces chromatin remodeling to permit binding of TFs to their binding sites [21] (Fig. 1). This aberrant induction is mediated by two TFs, Atf1 and Rst2, both essential for physiological *fbp1* activation upon glucose starvation [17] (Fig. 2). In the absence of Tup11/12, these two TFs aberrantly bind to upstream *cis*-elements of the *fbp1* gene upon nitrogen starvation (Fig. 2), suggesting that Tup11/12 normally act to destabilize inappropriate TF binding. Furthermore, the aberrant *fbp1* activation upon nitrogen starvation observed in *tup11∆/tup12∆* cells is diminished by the loss of Php5, a CBF/NF-type TF that facilitates the formation of a local DNA loop between two TF binding sites [22], thereby stabilizing TF binding (Fig. 3). These data indicate that Tup11/12 and Php5 exert opposing effects: Tup11/12 promotes TF destabilization, whereas Php5 stabilizes TFs in close proximity. The requirement of Php5 for aberrant *fbp1* activation is bypassed when UAS1 and UAS2 are artificially juxtaposed, confirming that loop-mediated proximity contributes directly to TF stabilization (Fig. 4). Given that activation states of Atf1 and Rst2 under glucose starvation and nitrogen starvation conditions are distinctly different (Fig. 5), such dual-counteractive regulation—Tup11/12-dependent destabilization and Php5-mediated stabilization of TF binding—likely enables discrimination of the external stresses. Transcriptome analyses further revealed that this mechanism extends to other glucose starvation-responsive genes, including *ght3* and *mug14*. (Fig. 6). The *ght3* promoter shares a structural resemblance to that of *fbp1* (Supplementary Fig. S4), with juxtaposed CRE- and STRE-like motifs. Finally, we demonstrated the vital roles of the Tup11/12 and Php5 in enabling fission yeast cells to adapt to various external stresses (Fig. 7), highlighting the importance of the TF binding modulation systems identified in this study in cellular survival upon stress.

In the aberrant *fbp1* activation (in *tup11∆/tup12∆* cells upon nitrogen starvation stress), *fbp1* mRNA is transcribed within 10 min, bypassing the normal requirement for mlonRNA expression (10–30 min of glucose starvation) that precedes mRNA activation (60–180 min of glucose starvation) (Fig. 1). However, this aberrant transcription is mediated through two TFs, Atf1 and Rst2 (Fig. 2), that are also required for glucose starvation-mediated normal *fbp1* transcription. Considering the role of mlonRNA transcription in inducing chromatin remodeling, these results indicate that Tup11/12 protect chromatin to suppress inappropriate TF binding to their binding sites. Consistent with this hypothesis, the chromatin configuration becomes open state upon nonspecific stresses such as osmotic stress or nitrogen starvation [37].

We found that the CBF/NF-Y type TF, Php5, is pivotal for the aberrant *fbp1* response upon nitrogen starvation in *tup11∆/tup12∆*. In response to glucose starvation, Php5, presumably together with CBF subunits Php2 and Php3, induces formation of the local loop between UAS1 and UAS2 to place these sites into close proximity after chromatin remodeling, which in turn promotes translocation of Rst2 from UAS1 to UAS2 and stabilizes its binding by counteracting Tup11/12-mediated suppression of Rst2 binding to UAS2 [22]. Our finding on the role of Php5 in aberrant *fbp1* induction upon nitrogen starvation demonstrates that Php5-mediated close proximity is required for stabilization of inappropriate binding of TFs in the absence of Tup11/12 (Figs 3 and 4). Moreover, this mechanism is also required for normal *fbp1* induction in the presence of Tup11/12 (Fig. 4).

Taken together, we here show a model how signal specificity emerges from the balance between destabilizing and stabilizing forces acting on TF binding. Increasing evidence suggests that TF’s binding selectivity to specific motif sequences cannot explain stress-selective response. One critical regulatory mechanism is mediated by Tup family corepressors (including Tup1 in budding yeast), since Tup proteins stabilize promoter nucleosome positioning and occupancy, thereby contributing to the fine-tuning of transcriptionally plastic genes [29]. Such a protective role by Tup proteins on the positioned nucleosome (condensed chromatin) has been well-documented [18, 39–42] (Supplementary Fig. S5A). The other regulatory mechanism in transcription is mediated though multivalent TF interactions. For example, multivalent TF interactions within super-enhancers cause augmentation of local TF concentration, enhancing transcriptional specificity and robustness [26–28]. Moreover, TF binding in close proximity cause reciprocal stabilization of TFs, leading to cooperative regulation of gene activation [23, 24]. A local loop structure formed by Php5 may increase the effective concentration of the TFs, analogous to condensate-like transcriptional hubs (Supplementary Fig. S5B). In glucose starvation conditions, appropriately activated TFs induce chromatin remodeling through mlonRNA transcription to counteract Tup11/12-mediated suppression [21]. Php5-mediated local loop formation and resultant close proximity between UAS1 and UAS2 might support reciprocal stabilization [22, 23] (Supplementary Fig. S5C). In nitrogen starvation (aberrant *fbp1* expression inducer in *tup11∆/tup12∆* cells), insufficient TF activations (Fig. 5) might not cause mlonRNA induction. This, in turn, fails to reposition nucleosomes (closed chromatin) around regulatory region of *fbp1*, which is maintained by Tup11/12 [37]. As a result of such Tup protein mediated regulation, weak TF binding in the nitrogen starvation conditions might be destabilized. In the absence of the Tup proteins, repressive chromatin cannot be maintained and the weakly bound TFs might be stabilized by reciprocal TF stabilization through proximity which is mediated through local loop between UAS1 and UAS2 formed by Php5 [22] (Supplementary Fig. S5D). In this context, our findings suggest that Tup11/12-mediated destabilization of nonproductive TF binding is counterbalanced by loop-mediated cooperative stabilization of TF assemblies, enabling stress-specific transcriptional responses. Taken together, these data demonstrate that stress specific gene regulation is governed by the balance between destabilizing and stabilizing forces acting on TF binding—TF binding destabilization by Tup11/12 and TF binding stabilization by Php5-mediated loop structure formation (Supplementary Fig. S5E). The loss of both regulatory axes (*tup∆∆/php5∆*) results a in synergistic reduction of cellular viability upon environmental fluctuations (Fig. 7).

Our transcriptome analyses revealed that such counteractive regulation governs expression of other stress-responsive genes such as *ght3* and *mug14* (Fig. 6). Not surprisingly, the *ght3* promoter structure is similar to that of *fbp1*, with both gene promoters possessing CRE-core (TGACGT) and STRE-like (CCCC[G/T]C) sequences nearby. Thus, these counteracting mechanisms—TF binding destabilization by Tup11/12 and TF binding stabilization by Php5—might be a conserved system in fission yeast. Through the sequence analysis of the fission yeast genome, we found 398 CRE-core/STRE-like, 471 CRE-like/STRE-core, and 16 CRE-core/STRE-core sites (total 885 sites), in which CRE (TGACGT) and STRE (CCCC[G/T]C) sequences are located within 30–55 bp of each other. 

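The 3 nuclear chromosomes of ASM294v3 were searched on both strands for TGACGT, CCCC[G/T]C and sites with 1 mismatch to either motif. There were 2141 CRE-core, 80548 CRE-like, 1743 STRE-core and 56682 STRE-like sites. With 30 to 55 bases between the facing ends of both motifs, there were 539 CRE-core/STRE-like, 600 CRE-like/STRE-core and 28 CRE-core/STRE-core pairs, a total of 1167. A motif could enter several pairs. Of the CRE-core/STRE-core pairs, 11 touched a coding sequence and 17 touched none. With both motifs on the same strand only, 10 CRE-core/STRE-core pairs were found.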

Our previous findings indicated that the proximity of two TF-binding sites contributes to the integration of two independent signal pathways through the reciprocal stabilization of TFs [23]. The presence of >800 closely located TF-binding sites suggests the importance of such regulation. Additional regulation via close proximity mediated by Php5-dependent loop formation might further contribute to distinguishing complex environmental fluctuations.

We have demonstrated a pivotal role of loop-mediated proximity of TF binding sites where Atf1 and Rst2 reciprocally stabilize each other. Similar synergistic action of CREB/ATF and a zinc-finger protein was previously detected in mouse *c-fos* promoter [43]. This gene is repressed by YY1, a zinc-finger protein, mediated by a physical interaction between YY1 and CREB/ATF, and requires a cAMP responsive element and YY1 binding element to be located in close proximity within *c-fos* promoter [43]. Similarly, the zinc-finger protein Gli2 acts cooperatively with CREB/ATF in the activation of a viral gene, HTLV-1, requiring a combination where the Gli2 binding motif and a cAMP responsive element are in close proximity [44]. Based on these examples of the interaction between CREB/ATF and zinc-finger proteins, we examined the physical interaction between Atf1 and Rst2 under glucose starvation stress, however, no such interaction was detected. This is likely because the interaction is transient/weak and occurs locally at a low frequency. Since weak interactions within Atf1/Php5, Atf1/Php3, Atf1/Php5, and Atf1/Rst2 have been detected in the recently published TF interactome Atlas [45] (https://data.fmi.ch/TFexplorer/pombe.html#), it is possible that these factors reciprocally stabilize each other when in close proximity in the fission yeast genome. Further study is needed to clarify the precise molecular basis underlying such TFs’ self-stabilization mechanisms.

We found that *tup11∆/tup12∆* cells exhibit increased tolerance to heat stress (Fig. 7), suggesting that partial relaxation of Tup11/12-mediated repression may facilitate the induction of heat-responsive genes while Php5-dependent regulation remains intact. Further studies will be required to elucidate the mechanism underlaying the increased heat tolerance of *tup11∆/tup12∆* cells. In contrast, the loss of Tup11/12-mediated gene repression in *php5∆* cells exacerbates heat sensitivity (Fig. 7), highlighting the importance of the dual mechanism of Tup11/12-mediated TF destabilization and Php5-mediated TF stabilization in maintaining transcriptional fidelity and ensuring robust adaptation to a wide range of environmental stresses.

We uncovered a critical role of Tup11/12 and Php5 in enabling fission yeast cells to adapt to external stresses. Tup11/12 is conserved in eukaryotes, corresponding to Groucho in flies and TLE in humans, and plays critical roles in transcriptional regulation, signal transduction, and development [46–48]. Similarly, the role of CBF/NY-F type TFs in the transcriptional regulation is conserved in eukaryotes. Thus, the counteractive regulatory system by Tup11/12 and Php5 might also be widely conserved. Further studies on these regulations in higher eukaryotes might contribute to understanding complex gene expression regulation, and its role in development and disease.

## Supplementary Material

gkag847_Supplemental_Files

## Data Availability

All data are in the manuscript and/or supporting information files. All raw images used in this study are shown in Supplementary Fig. S6 and raw data gained in this study are shown in S7_raw Data. Raw NGS data was deposited at Sequence Read Archive (SRA) under the BioProject accession PRJNA1399038.

How the deposited data were processed for this re-analysis (not part of the article)

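Messenger RNA of wild-type cells and of cells labelled *tup11∆/tup12∆* and *tup11∆/tup12∆/php5∆* was sequenced after 2 h under glucose rich, glucose starvation and nitrogen starvation conditions, with 1 library per condition and 9 libraries in all. The samples were assigned to strains and media from their labels and from the methods of the paper. No sample was left out.

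The authors mapped the reads to the ASM294v2.30 genome with hisat2, counted them per gene with featureCounts on a PomBase annotation, and deposited the values as TPM, with the length of each feature. The versions and options of these tools were not found in the paper's text. The methods state that only protein-coding genes were considered, while the table also lists 171 tRNA genes, whose TPM sum lay between 21.0 and 158 per library, and 32 pseudogenes, whose sum lay between 241 and 906. A further 7 features had no type in the reference table, and all 5323 features were used here. The other deposited column used gives the length of each feature in bases, in a unit other than expression. Columns of per-sample values that were not used numbered 0.

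From the deposited TPM, the reads behind each value were recovered as the product of TPM and length divided by the smallest step of that library. The values came out as whole reads in 100% of cases. The library totals lay between 36652045 and 54303622 reads, and 3 reads were taken as the smallest amount that a library can show. Ratios between 2 libraries have exact Clopper-Pearson 95% intervals from their reads. Such intervals cover counting error only, because amplified reads are not independent molecules and because no condition has a replicate. For this reason no gene was tested for a difference between conditions and no p-value is given. Percentiles and shares of random draws of genes describe these libraries only.

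Genes were selected as in the methods of the paper: a TPM ratio over 2 between glucose starvation and glucose rich conditions in wild-type cells, a TPM of at most 100 under glucose rich conditions and of at least 100 under glucose starvation, a ratio over 2 between the library labelled *tup11∆/tup12∆* and wild-type cells under nitrogen starvation, and a ratio over 2 between the libraries labelled *tup11∆/tup12∆* and *tup11∆/tup12∆/php5∆* under nitrogen starvation. Log2 ratios used a pseudocount of 1. The median log2 ratio of the selected genes was set against 10000 random lists of as many genes, drawn from 20 bins of mean expression over the 9 libraries (seed 1), as a description of these libraries. The range that counting error gives such a median came from 2000 draws.

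The genes named in the text follow a rule: the genes of Fig. 6A, any other gene that met all criteria, every gene the paper names, a short list of starvation markers, and for other comparisons at most the 5 genes with the largest increase and the 5 with the largest decrease among genes with at least 100 TPM in the higher library. A gene named for another reason is said to have been chosen after its values were seen.

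The alternatives were pseudocounts of 0.1, 1 and 10, fold thresholds of 1.5 and 3, TPM limits of 50 and 200 or none, a minimum of 10 TPM, and 3 other scalings of the libraries. These scalings were median-of-ratios size factors over the 9 libraries, a common upper quartile of the expressed genes, and TPM recomputed without the 10 most abundant genes. All alternatives were chosen before the data were examined.

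Sequences and positions come from the ASM294v3 assembly and its annotation, which is not the build named in the methods. All 2724 genes with 1 coding segment had the same ends in the deposited table and in this annotation. CRE sites (TGACGT) and STRE sites (CCCC[G/T]C) were searched on both strands, with 1 mismatch for a like site. In the genome, pairs had 30 to 55 bases between their facing ends. Promoters were the 1000 bp upstream of the coding sequence, or 2000 bp as an alternative, and pairs in the promoters of *ght3* and *mug14* were listed up to 50 bases. The UAS1, UAS2 and *prp3* primers were matched to the genome exactly.

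The calculations were tested on simulated data. Of 5323 simulated read counts, 100% were recovered. Of 200 genes changed by known amounts, all set beyond the 2-fold threshold, 100% were called in the right direction. Of 4841 unchanged genes with at least 50 reads, 0% were called. The simulated libraries differed by counting error only, so this share is no rate of false calls between cultures. The 95% intervals held the true ratio in 94% of 500 cases. Of 40 lists without a shift, 7.5% reached percentile 95. Of 118 pairs of core motifs placed in a sequence made of A alone, 100% were found. Sites with a mismatch were not part of this check. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

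Northern blots, chromatin immunoprecipitation, western blots and spot assays were not analysed here.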

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

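All tests in this part were chosen only after the results they bear on were seen.

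Between the libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆*, 4 of the 17 selected genes changed in opposite directions under the 2 starvations. Under glucose starvation, the log2 ratio of the library labelled *tup11∆/tup12∆/php5∆* to that labelled *tup11∆/tup12∆* was 0.94 for *gld1*, 0.79 for *pdc201*, 2.86 for *mal1* and 0.62 for *ght1*. Under nitrogen starvation the same ratio was −1.05, −1.34, −0.995 and −1.32, where a decrease was one of the criteria. With 1 library per condition, the difference between the starvations was not tested. After rescaling by median-of-ratios size factors, 4 of the 4 genes kept both directions, and the same 4 did so with TPM recomputed without the 10 most abundant genes. Rescaling moved the median of features with a mean of at least 10 TPM from −0.62 to 0.028 under glucose starvation. Leaving out the most abundant genes raised the ratios by 0.014. Both corrections raised the ratios under glucose starvation and so could not have undone the increases. The deposited scaling and these abundant genes did not enlarge the increases, and the kept directions there show no more than this. Under nitrogen starvation, size factors moved the median of the same features only from −0.11 to 0.024, which is small against the decreases. Reads of overlapping transcripts could not account for *pdc201*, whose coding sequence overlaps none, while for the other genes they were not tested. A hypothesis is that these genes may depend on Php5 under one starvation and not under the other. A difference between single cultures cannot be told apart from it, *tup12* reads were present in the libraries of both labels, and *php5* reads remained in the libraries labelled *tup11∆/tup12∆/php5∆*, at 28.3% of the value in those labelled *tup11∆/tup12∆* under glucose starvation and 24.3% under nitrogen starvation.

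The paper does not discuss 55 glucose-responding genes that were over 2-fold higher in the library labelled *tup11∆/tup12∆* than in wild-type cells under nitrogen starvation and not over 2-fold lower again in the library labelled *tup11∆/tup12∆/php5∆*. Of these, 24 were lower by any amount in the latter library and 31 were higher. The largest increases among them were those of *inv1* (24.6 TPM in wild-type cells, 2712 and 3207 in the libraries labelled *tup11∆/tup12∆* and *tup11∆/tup12∆/php5∆*), *agl1*, *hsp16*, *gcd1* and *gut2*. After rescaling by median-of-ratios size factors, 46 of the 55 genes stayed in the set. Between the library labelled *tup11∆/tup12∆* and wild-type cells under nitrogen starvation, rescaling moved the median of features with a mean of at least 10 TPM only from 0.029 to −0.065. This is small against the 2-fold thresholds, so the number says little about the scaling under nitrogen starvation. The set also needs the glucose starvation criterion. Between glucose starvation and glucose rich conditions in wild-type cells, rescaling moved the median of features with a mean of at least 10 TPM from 0.29 to 0.0011. The glucose-responding genes went from 293 to 181. These genes may be repressed by Tup11/12 without a need for Php5 once released, which is a hypothesis from single libraries.

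A further 56 genes, which are not glucose-responding, were over 2-fold higher in the library labelled *tup11∆/tup12∆* and over 2-fold lower again in that labelled *tup11∆/tup12∆/php5∆* under nitrogen starvation. Of these, 24 rose over 2-fold under glucose starvation in wild-type cells and failed only the TPM limits. The largest increases were those of *mug24*, SPAPJ695.02, *isp3*, *ppk33* and *ght7*. *isp3* had 16.6 TPM in wild-type cells, 1136 in the library labelled *tup11∆/tup12∆* and 33.0 in that labelled *tup11∆/tup12∆/php5∆*. A return was about as frequent in glucose-responding genes, at 23.6% of 72 genes, as in the others, at 24.8% of 226 genes, a difference of −1.17 percentage points. The others include genes that fail only the TPM limits, so both classes differ by these limits as well as by the response.

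Both steps of the selection use the same library labelled *tup11∆/tup12∆* under nitrogen starvation, so a chance value in it would appear as an increase followed by a return. If so, genes that were lower there would return as often. Of 297 genes over 2-fold lower than in wild-type cells, 123 (41.4%) were over 2-fold higher again in the library labelled *tup11∆/tup12∆/php5∆*, against 24.5% of the 298 genes that were higher. Over all genes, a return therefore cannot be told apart from chance values of this library, which may contribute to it. Among glucose-responding genes the shares went the other way. Of these, 7 were lower in this library and 0 of the 7 were higher again, against 23.6% of the 72 that were higher. So few genes cannot decide. Comparisons that leave this library out set the 17 genes apart from lists matched on expression as well. Their median log2 ratio was −1.78 between the libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆* under glucose starvation, at percentile 0, and 1.09 between the library labelled *tup11∆/tup12∆* and wild-type cells under glucose rich conditions, at percentile 100, where low wild-type values were in part selected for. Of 10000 draws of 17 genes from the other 276 glucose-responding genes, 0.01% had a median as low in the first comparison and 0% one as high in the second. The medians of these 276 genes were −0.54 and 0.024. Chance values of the nitrogen starvation library would not give these differences.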

How the results depend on the processing

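No test in this part was chosen only after a result was seen. No paired analysis was possible because each condition has 1 library.

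The 17 genes meeting all criteria became 33 with a fold threshold of 1.5, 8 with a threshold of 3 and 41 without TPM limits. All 17 were among the 33 and among the 41. Between 12 and 18 genes met the criteria under the other alternatives. Of the 17 genes, *mal1* was lost with a pseudocount of 1, and *isp5*, *mal1* and *kgd1* with one of 10. With TPM limits of 200 there were again 17 genes, of which 14 were shared, and with limits of 50 there were 18, of which 13 were shared. The 293 glucose-responding genes became 406 with a threshold of 1.5 and 178 with a threshold of 3, 181 with median-of-ratios size factors and 198 with a common upper quartile, and 387 with limits of 50, 171 with limits of 200 and 1017 without limits.

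Under nitrogen starvation, the 298 genes over 2-fold higher in the library labelled *tup11∆/tup12∆* became 197 with a pseudocount of 10, 629 with a threshold of 1.5 and 162 with a threshold of 3. The 195 genes over 2-fold lower in the library labelled *tup11∆/tup12∆/php5∆* became 123, 538 and 84 in the same order. The 72 glucose-responding genes among the former became 131 with a threshold of 1.5, 46 with a threshold of 3 and 174 without TPM limits. Of the 15 genes of Fig. 6A that were paired with an identifier, 7 remained with a threshold of 3.

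The median log2 ratio of −1.78 between the libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆* under glucose starvation became −1.34 with a pseudocount of 10, −1.14 with size factors and −1.27 with a common upper quartile. It stayed negative under all 6 alternatives. The median of 1.09 between the library labelled *tup11∆/tup12∆* and wild-type cells under glucose rich conditions became 0.74 with a pseudocount of 10, 1.27 with size factors, 1.25 with a common upper quartile and 1.28 over the 15 genes of Fig. 6A that were paired with an identifier, which leave out SPBC36.10 (*ups2*) and SPAC977.17.

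Of 612 log2 ratios of single genes under 4 alternatives, 299 stayed within their counting error, 301 moved and 12 changed sign. With size factors, the ratio for SPAC977.17 under glucose starvation became 0.65 between the libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆*. Against wild-type cells under glucose starvation, the library labelled *tup11∆/tup12∆/php5∆* reached 0.74 for SPAC977.17, 0.95 for *fbp1*, 0.37 for *mcs6* and 0.92 for *ght1*, and the library labelled *tup11∆/tup12∆* reached 0.094 for SPAC977.17, 0.022 for *ght3* and 0.26 for *ach1*. The ratio of *ach1* between nitrogen starvation and glucose rich conditions in wild-type cells became −0.063. Without the 10 most abundant genes, *ach1* reached 0.071 between the library labelled *tup11∆/tup12∆* and wild-type cells under glucose starvation, and *fbp1* and *ght1* reached 0.11 and 0.079 between the library labelled *tup11∆/tup12∆/php5∆* and wild-type cells. Size factors multiply all genes of a library by 1 factor. Their effect on the median was taken over features with a mean of at least 10 TPM. Under glucose starvation it went from −0.94 to 0.021 between the library labelled *tup11∆/tup12∆/php5∆* and wild-type cells. Between the libraries labelled *tup11∆/tup12∆/php5∆* and *tup11∆/tup12∆* it went from −0.62 to 0.028, and between the library labelled *tup11∆/tup12∆* and wild-type cells from −0.32 to −0.0036. Between nitrogen starvation and glucose rich conditions in wild-type cells it went from 0.29 to 0.047. Without the 10 most abundant genes, the ratios to wild-type cells under glucose starvation rose by 0.15 for the library labelled *tup11∆/tup12∆/php5∆* and by 0.14 for that labelled *tup11∆/tup12∆*. The changes of sign follow from this common scaling. For the changed numbers of genes and of motif pairs, the cause was not tested.

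The 28 CRE-core/STRE-core pairs of the genome became 18 with distances between the motif starts and 10 with both motifs on the same strand. The 4 promoters with a pair among the 17 genes became 2 with distances between the motif starts and 0 with core motifs only.

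The counting depth limits few of these results. Among the ratios that entered the criteria, its intervals reach under 2-fold for *isp5* and *mal1*. Between nitrogen starvation and glucose rich conditions in wild-type cells, they span 2-fold for *dak2*, at 2.09 (1.99 to 2.19), and SPAC977.17, at 1.97 (1.87 to 2.07), while the spread between cultures is not known for any gene.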

Differences from the paper's values

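With 30 to 55 bases between the facing ends of the motifs on either strand, 28 CRE-core/STRE-core pairs were found in the genome, against the paper's 16. Every combination of a CRE and a STRE counted as a pair here, so that a motif could enter several, while the paper counts sites. With distances between the motif starts, one of the alternatives set before the data were examined, there were 18, which is within 1.5 times the paper's 16. With both motifs on the same strand only, the other alternative, there were 10, which is not. The other classes were within 1.5 times the paper's values. There were 539 CRE-core/STRE-like pairs against the paper's 398, 600 CRE-like/STRE-core pairs against the paper's 471 and 1167 pairs in all against the paper's 885. With distances between the motif starts they numbered 522, 616 and 1156, also within 1.5 times, where 616 is further from the paper's 471 than 600. With both motifs on the same strand only they numbered 262, 316 and 588, of which 262 and 588 are not.

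In Fig. 6A, the paper names *usp2* and *aqp1* among the selected genes. The reference table pairs neither name with an identifier, and the criteria selected SPBC36.10 (*ups2*) and SPAC977.17, which are not named there.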

Other observations

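The tests on *tup12*, on *php5* and on chromosome ends were chosen only after the results were seen, while those on motifs were not.

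The libraries labelled as lacking *tup12* held *tup12* reads, at between 35.5% and 83.6% of the wild-type value in the same medium. Wild-type libraries under a wrong label would also hold *tup11*, which kept at most 0.898% of its wild-type value. The *ura4* marker was present in all 6 of the mutant libraries. A strain in which *ura4* replaced *tup11* alone would show the same for both genes, so that mislabelling is not excluded. Wild-type cells mixed into the cultures would have raised *tup11* and *tup12* by similar shares, whereas the lowest share for *tup12* was 35.5%. Table 1 gives the allele as *tup12::ura4*. How the reads are spread along the gene was not analysed here, and no biological explanation was tested.

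The libraries labelled as lacking *php5* held *php5* reads at 14.5% of the value in the library labelled *tup11∆/tup12∆* under glucose rich conditions, 28.3% under glucose starvation and 24.3% under nitrogen starvation. *tup11∆/tup12∆* cells mixed into the cultures would have kept at least that share of *fbp1*, whereas *fbp1* kept 5.29% under nitrogen starvation and 22.3% under glucose starvation. Under glucose rich conditions, where *fbp1* was at 166% of its value in the library labelled *tup11∆/tup12∆*, *mug14* kept 11.05%, which is also below the share of *php5*. Wild-type cells would have brought *tup11*, which kept at most 0.898% of its wild-type value. No biological explanation was tested.

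Of the 17 selected genes, 9 lie within 200 kb of a chromosome end, against 436 of 5145 genes in the genome and 31 of the 293 glucose-responding genes. As many were found in 0% of 10000 random draws of glucose-responding genes, in 0% of lists matched on expression, and in 0% of draws of glucose-responding genes when genes within 10 kb of each other counted once, which left 8 places. Over 10% of the stretches of 50 bases also occur elsewhere in the genome for 1 of the 9 genes, *ght3*, so reads shared with near-identical copies concern few of them. The 48 placed genes that are not glucose-responding but were higher in the library labelled *tup11∆/tup12∆* and lower again in that labelled *tup11∆/tup12∆/php5∆* under nitrogen starvation include 15 within this distance, and 1.93% of draws of 17 genes from them held as many as 9. Of draws from these and the 17 selected genes together, 65 genes of which 24 lie within the distance, 9.96% held as many, but that pool holds the selected genes themselves and cannot tell. That the position goes with meeting all criteria is a hypothesis, and the distance of 200 kb was set after the positions were seen.

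A hypothesis was that CRE and STRE motifs lie near each other upstream of the selected genes. Within 1000 bp, 4 of the 17 promoters (*fbp1*, *ght3*, *isp5* and *pdc201*) held a pair with 30 to 55 bases between the motifs and at least 1 core motif, against a median of 1 in lists matched on expression, which is percentile 98.5. The percentile was 98.8 within 2000 bp and 69.5 with distances between the motif starts. An enrichment may therefore exist, but it depends on how the distance is measured. In *fbp1*, the CRE-core of UAS1 at −1162 lies outside the 1000 bp. The pair of *fbp1* was the CRE-like site at −583 with the STRE-core at −529. In *ght3*, the pair was the CRE-like site at −971 with the STRE-core at −914. This pair is not among those listed earlier for *ght3*, whose distance limit was shorter. The paper already describes closely spaced CRE and STRE motifs for both genes, so they are not independent support. The percentile without them was not computed.

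A second hypothesis was that CCAAT boxes, which factors such as Php5 recognise, are more frequent there. The 17 promoters held 35 CCAAT boxes within 1000 bp, against a median of 33 in matched lists, which is percentile 60.8. No enrichment was seen.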
